# Regulatory chromatin landscape in *Arabidopsis thaliana* roots uncovered by coupling INTACT and ATAC-seq

**DOI:** 10.1186/s13007-018-0381-9

**Published:** 2018-12-20

**Authors:** Miriam Tannenbaum, Avital Sarusi-Portuguez, Ronen Krispil, Michal Schwartz, Olga Loza, Jennifer I. C. Benichou, Assaf Mosquna, Ofir Hakim

**Keywords:** Chromatin accessibility, Chromatin structure, Regulatory element, Transcription, Transcription factor, *Arabidopsis thaliana*, ATAC-seq, INTACT

## Abstract

**Background:**

There is a growing interest in the role of chromatin in acquiring and maintaining cell identity. Despite the ever-growing availability of genome-wide gene expression data, understanding how transcription programs are established and regulated to define cell identity remains a puzzle. An important mechanism of gene regulation is the binding of transcription factors (TFs) to specific DNA sequence motifs across the genome. However, these sequences are hindered by the packaging of DNA to chromatin. Thus, the accessibility of these loci for TF binding is highly regulated and determines where and when TFs bind. We present a workflow for measuring chromatin accessibility in *Arabidopsis thaliana* and define organ-specific regulatory sites and binding motifs of TFs at these sites.

**Results:**

We coupled the recently described isolation of nuclei tagged in specific cell types (INTACT) and assay for transposase-accessible chromatin with high-throughput sequencing (ATAC-seq) as a genome-wide strategy to uncover accessible regulatory sites in *Arabidopsis* based on their accessibility to nuclease digestion. By applying this pipeline in *Arabidopsis* roots, we revealed 41,419 accessible sites, of which approximately half are found in gene promoters and contain the H3K4me3 active histone mark. The root-unique accessible sites from this group are enriched for root processes. Interestingly, most of the root-unique accessible sites are found in nongenic regions but are correlated with root-specific expression of distant genes. Importantly, these gene-distant sites are enriched for binding motifs of TFs important for root development as well as motifs for TFs that may play a role as novel transcriptional regulators in roots, suggesting that these accessible loci are functional novel gene-distant regulatory elements.

**Conclusions:**

By coupling INTACT with ATAC-seq methods, we present a feasible pipeline to profile accessible chromatin in plants. We also introduce a rapid measure of the experiment quality. We find that chromatin accessibility at promoter regions is strongly associated with transcription and active histone marks. However, root-specific chromatin accessibility is primarily found at intergenic regions, suggesting their predominance in defining organ identity possibly via long-range chromatin interactions. This workflow can be rapidly applied to study the regulatory landscape in other cell types, plant species and conditions.

**Electronic supplementary material:**

The online version of this article (10.1186/s13007-018-0381-9) contains supplementary material, which is available to authorized users.

## Background

As sessile organisms, plants can accommodate to changes in the environment by modulating their cellular transcription programs to allow developmental plasticity [1], which requires plant-specific transcriptional regulatory mechanisms that defines these programs. Despite the ever-growing genome-wide gene expression data, understanding how transcriptional programs are established and regulated to define cell identity is largely lacking.

The genome regulatory potential relies not only on DNA sequence but also on epigenetic features that dictate the time, place and level of gene transcription. The chromatin structure is highly regulated and dynamic as histones can be evicted from chromatin to expose regulatory sites and allow binding of transcription factors (TFs) and other regulatory proteins to DNA [2] or be recruited back to hinder the regulatory DNA. Thus, the cell type-specific profile of chromatin accessibility to TF binding is an essential layer of gene regulation. The regulatory circuitry that determines the cellular transcription program relies on a network of multiple TFs and their association with cell-type-selective accessible regulatory sites [3]. Genome-wide mapping of TF binding to chromatin is commonly performed by chromatin immunoprecipitation (ChIP)-based methods, such as ChIP-chip and ChIP-seq. However, these techniques rely on prior knowledge of candidate factors and the availability of a specific antibody or generation of a transgenic line expressing a tag fused to a target protein. Given the lack of specific antibodies or tagged target proteins for more than one thousand TFs in plants (for example, over 1900 TFs were identified in *Arabidopsis* [4]), ChIP-based approaches are difficult to apply on a large scale. Thus, novel unbiased genomic approaches are needed to uncover the target loci of these factors, which are largely unknown.

TFs can bind specific DNA sequence motifs. Thus, uncovering these motifs in active *cis*-regulatory elements (CREs) is a powerful approach for predicting their associated TFs and depicting the gene regulatory network underlying a transcriptome [2, 5]. The applicability of this approach has dramatically increased with the recent introduction of the DNA affinity purification sequencing (DAP-seq) method that uncovered 219 novel TF binding motifs in *Arabidopsis* [5].

Almost all active CREs, including promoters, enhancers, suppressors, and insulators, are located at chromatin accessible sites, which are hypersensitive to cleavage by endonucleases, such as DNaseI or transposase [6]. In many studies, accessible sites were identified by DNaseI digestion followed by blotting or sequencing [7–10]. Although the DNaseI method has existed for over 30 years, global DNaseI hypersensitive site (DHS) profiling in plants has only recently become feasible [4, 6–8, 11]. However, the large number of pure intact nuclei required for the DNaseI method is a limiting factor for its application. A recent ATAC-seq method (Assay for Transposase-Accessible Chromatin with high-throughput sequencing) [12] (Fig. 1a) exhibits great promise for overcoming this limitation given that it requires much less starting materiel. In ATAC-seq, chromatin cleavage is performed by Tn5 transposase, which introduces a DNA adaptor to the cleaved site. In addition to the smaller number of nuclei needed compared with DHS-seq, the ATAC-seq protocol is faster and requires fewer steps, therefore introducing lower bias [13]. Since its publication approximately four years ago, ATAC-seq has been applied in various studies, including basic biology [14–16] and disease research [14, 17–20]. In addition, ATAC-seq has recently been applied in rice [21] and *Arabidopsis* [22]. The INTACT method allows isolation of nuclei from individual cell types by affinity purification based on expression of a biotinylated nuclear envelope protein [23, 24] (Fig. 1). Merging the two approaches in *Arabidopsis thaliana* allows depicting of organ or cell type-specific chromatin accessibility landscape [15, 16, 25].

**Fig. 1:**
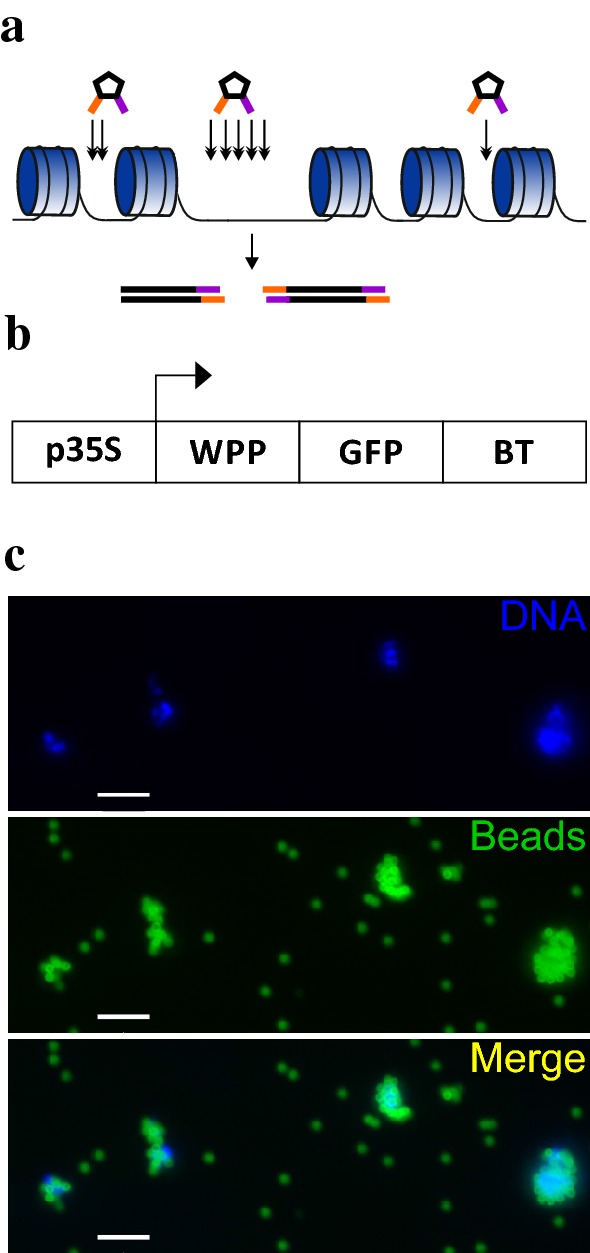
Overview of methods. **a** Scheme depicting the ATAC-seq method. Transposase (pentagons) digests the chromatin more often in accessible sites and deposits its adapters (orange and purple), which are used for library preparation and sequencing. **b** Illustration of the INTACT construct. p35S, 35S promoter; WPP, nuclear envelope targeting domain; GFP, green fluorescent protein; BT, biotinylatable tag. **c** Nuclei isolated using the INTACT method. The nuclei are stained with DAPI (blue) and are bound by streptavidin-coated beads (green). Scale bar: 10 µm

Here, we report the combination of these two powerful methods to measure the chromatin accessibility landscape in *Arabidopsis thaliana* roots. We demonstrated that chromatin accessibility at gene promoters is associated with gene expression and H3K4me3 histone marks in *Arabidopsis* roots. Interestingly, the majority of root-unique accessible regulatory loci are nongenic and correlated with root-specific expression of distant genes. This finding strongly suggests that organ specificity is predominantly associated with variation in gene regulation rather than expression and that chromosome looping may be an important layer of gene regulation in plants.

## Methods

### Plants material and growth conditions

*Arabidopsis thaliana* Columbia ecotype was grown in growth chambers under cool white LED light ~ 100 LUX for 16-h light/8-h dark at 22 °C. For root collection, seeds were surface sterilized with chlorine steam using 100 ml bleach (v/v, 5% sodium hypochlorite) and 6 ml HCl (v/v, 32% hydrochloric acid). Seeds were sowed on square Petri dishes coated with 1/8 strength MS (Murashige and Skoog) media pH 5.7 [26] and incubated vertically. Roots were harvested 14 days after sowing.

### Cloning the INTACT plasmid

To generate plants expressing the INTACT [23, 24] system under the constitutive 35S promoter, the 5′ end of the AT3G63130 gene encoding amino acids 1–111 of RanGAP1 (WPP-domain) was amplified using primers bearing AgeI and XmaI at the 5′ and 3′ ends, respectively (5′- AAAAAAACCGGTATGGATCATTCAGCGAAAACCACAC-3′ and 5′- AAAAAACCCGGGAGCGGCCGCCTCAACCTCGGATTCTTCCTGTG-3′). 

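AT3G63130 lies on the plus strand of chromosome 3 of the TAIR10.1 reference, from 23324479 to 23326973, and encodes RanGAP1, a Ran GTPase activating protein. For each primer, the longest 3′ part found in the reference matched at 1 place. The forward primer matched over ATGGATCATTCAGCGAAAACCACAC, which opens with the start codon, and the reverse primer over CCTCAACCTCGGATTCTTCCTGTG. Together they bound a segment of 334 bp from 23325108 to 23325441. This is not a whole number of codons, so the outermost matched base of the reverse primer may belong to the added cloning sequence. All 334 bp were annotated as coding sequence of AT3G63130, with no intron between the primers. In the deposited root RNA-seq table the gene was listed at 206 RPKM and ranked 493 of 33446 genes. Reads of the transgene and of the endogenous gene share this segment and could not be separated in this value.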

Following restriction, the latter was ligated to pEGHPB [27, 28] at the AgeI site. The construction of pEGHPB was described in [27]. In short, HA tag–PreScission–Biotin (HPB) was chemically synthesized and cloned into pEGAD [28, 29]. The biotin target sequence is the C-terminal of Bioing Carboxyl Carrier Protein domain (BCCD) of *Arabidopsis* 3-methylcrotonal CoA carboxylase [29]. This system resulted in a 35S-driven WPP domain for nuclear envelope targeting fused to GFP and HPB. This system negates the need for coexpression of bacterial BirA biotin ligase given that BCCD is biotinylated in vivo. *Arabidopsis thaliana* (Col-0) was stably transformed with this construct by floral dip [30]. Transformants were selected based on GFP signal, and several T_3_ homozygous, single copy, independent transformants were acquired.

### Nuclei purification

For purifying 100,000–150,000 nuclei, 1 g of fresh tissue was harvested and ground in liquid nitrogen using a mortar and pestle to break the cell wall. To avoid enzymatic activity, all the following steps were performed at 4 °C. The resulting powder was transferred into 20 mL NPB (Nuclear purification Buffer containing 20 mM MOPS, 40 mM NaCl, 90 mM KCl, 2 mM EDTA pH 8, 0.5 mM EGTA, 0.2 mM Spermine, 0.5 mM Spermidine and protease inhibitor × 1 (Sigma P2714)) and incubated on a rotator at 4 °C for 10 min. The sample was then transferred through a 40-µm mesh and centrifuged for 10 min at 1000 g and 4 °C. The pellet was gently resuspended in 7 mL NPBt (NPB supplemented with 0.1% Triton X-100). Nuclei were then bound to 25 µl of streptavidin-coated Dynabeads (Invitrogen, M-280 Strepavidin) according to the manufacturer’s protocol and washed with NPB. After washing 4–5 times with 1 mL NPBt, the nuclei were resuspended in 1 mL NPB. To count nuclei, a 20-µl suspension was loaded to a Marienfeld hemocytometer (Neubauer-improved, chamber depth of 0.1 mm, 0630010), and visualized with a Nikon Eclipse TS100 light microscope.

### ATAC-seq

To remove EDTA, nuclei were washed with a low volume of TDX buffer (Illumina, cat. No. FC-121-1030). Transposition was performed as published [12, 13] with several modifications. Briefly, purified nuclei were resuspended in 22.5 µl TDX and transposed using 2.5 µl of the Tn5 enzyme from the Nextra kit (Illumina, cat. No. FC-121-1030) for 15 min at 37 °C in a thermal shaker. DNA was then purified by PCR Extraction Kit (hy-labs, EX-GP200), and PCR reactions for library amplification were performed as described previously [12, 13]. Briefly, the libraries were amplified for five cycles followed by qPCR on 10% of the reaction to assess the number of additional cycles needed (6–9 additional PCR cycles). The libraries were size selected by a gel-free double-sided size-selection protocol using Agencourt AMPure XP beads (Cat. No. 63881) at 0.5X and 1.2X. DNA was quantified by Qubit HS DNA kit (Thermo Fisher, Q32854), and analyzed on a BioAnalyzer or TapeStation. Libraries were sequenced on an Illumina HiSeq 2500 sequencer, and 61 bp were sequenced using a single-end protocol.

### Quality control for ATAC-seq libraries by qPCR

The enrichment of accessible regions relative to inaccessible regions was measured by qPCR using DNA from the final ATAC-seq libraries. qPCR was performed using the iTaq universal SYBR green supermix (Bio-Rad, 172-5124). The final volume of each reaction was 10 μl. Primers were designed using the NCBI primer-BLAST. The final concentration of the primers was 0.5 μM. All amplicons were 90 bp long. Each PCR plate contained genomic DNA, and normalization was performed using the following equation: (primer efficiency)^(average cq gDNA − average cq sample)^ for each primer set. To define the fold change for each library, the average of normalized amplification of all accessible (open) regions was divided by the average of normalized amplification of all inaccessible (closed) regions. qPCR thermal cycles were as follows: 3 min 95 °C; 39X (10 s 95 °C, 30 s 60 °C).

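Primer set 1 matched the TAIR10.1 reference once with each primer and bounded 90 bp on chromosome 3, from 18892607 to 18892696. The amplified reference sequence is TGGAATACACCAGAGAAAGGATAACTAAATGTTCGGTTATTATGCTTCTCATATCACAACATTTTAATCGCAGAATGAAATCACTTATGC. The segment overlapped no annotated gene and was intergenic. It began 99 bp from the annotated 5′ end of PSBO2 (AT3G50820), a gene of the oxygen-evolving complex of photosystem II that lies on the minus strand from 18890874 to 18892508. The middle of the amplicon was 143 bp upstream of that transcription start site. In the RNA-seq of roots, PSBO2 was listed at 4.04 RPKM. On the other side, COR413-PM2 (AT3G50830) was the nearest protein-coding gene, at a distance of 1043 bp, and was listed at 51.7 RPKM.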

The following qPCR primers were used to amplify accessible loci (5′–3′): Set 1: forward: TGGAATACACCAGAGAAAGGATAAC, reverse: GCATAAGTGATTTCATTCTGCGA. Set 2: forward: AGCCCATTCAAGGCCTCACA, reverse: GGCAATTCGAAGTTGAAGGCAT.

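Each primer of set 2 matched the TAIR10.1 reference once. The amplicon covered 90 bp of chromosome 5, from 2941610 to 2941699, with the sequence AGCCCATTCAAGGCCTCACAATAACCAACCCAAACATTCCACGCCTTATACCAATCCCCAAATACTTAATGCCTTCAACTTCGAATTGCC. It was intergenic, between AT5G09445, which ended 13 bp before it, and AT5G09450, which began 99 bp after it. Its middle was 144 bp upstream of the annotated transcription start site of AT5G09450, on the plus strand.

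**Figure D1:**
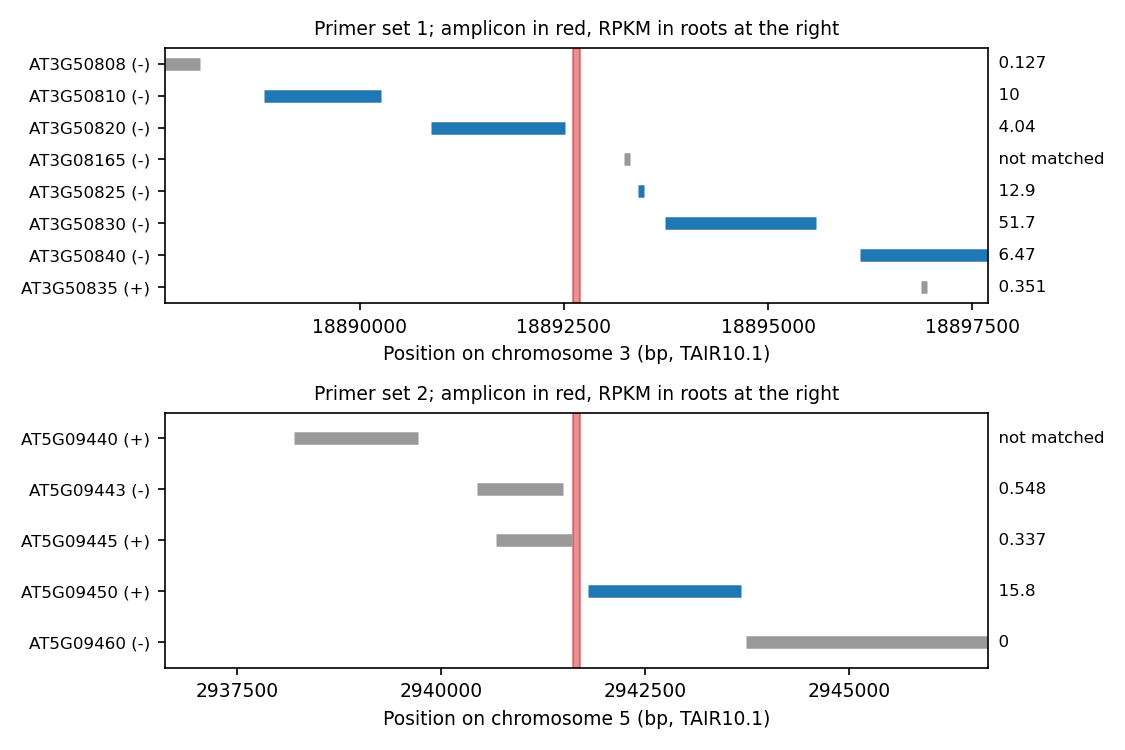
Annotated genes within 5000 bp of the amplicons of primer sets 1 and 2, drawn to scale along chromosomes 3 and 5 (position in bp, TAIR10.1), 1 gene per line with its strand. The amplicon is marked in red, genes with RPKM > 1 in roots are blue and other genes grey, and the RPKM of each matched gene stands at the right. Both amplicons fall between genes, close to the 5′ end of a gene with RPKM > 1.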

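Primer set 3 gave an amplicon of 90 bp on chromosome 3 of TAIR10.1, from 16697582 to 16697671, and each primer matched at 1 place. Its reference sequence is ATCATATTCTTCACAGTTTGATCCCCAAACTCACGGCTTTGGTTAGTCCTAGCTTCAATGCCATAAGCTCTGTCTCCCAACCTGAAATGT. The amplicon lay inside AT3G45525, a protein-coding gene on the minus strand from 16697273 to 16697828, and 76 of its bases were coding exon. AT3G45525 was listed at 0 RPKM in roots. The nearest other gene, the pseudogene AT3G45520, ended 785 bp away and was listed at 0.00618 RPKM.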

The following qPCR primers were used to amplify inaccessible loci (5′–3′): Set 3: forward: ATCATATTCTTCACAGTTTGATCCC, reverse: ACATTTCAGGTTGGGAGACAGA. Set 4: forward: CCCAGGGGAATACGGTCAAC, reverse: AAGAGCTTACGAAACTGGAGGT.

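The amplicon of set 4 covered 90 bp of chromosome 3 of TAIR10.1, from 1714468 to 1714557, with 1 match for each primer and the sequence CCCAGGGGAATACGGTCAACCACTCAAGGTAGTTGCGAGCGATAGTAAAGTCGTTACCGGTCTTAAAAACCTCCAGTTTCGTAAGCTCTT. All 90 bases were annotated as coding sequence of AT3G05775, which lies on the minus strand from 1714041 to 1714822. No listed name was matched to AT3G05775, so its RNA level was not analysed here. The nearest listed gene was LON3 (AT3G05780), 384 bp away, with 0.0825 RPKM in roots.

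**Figure D2:**
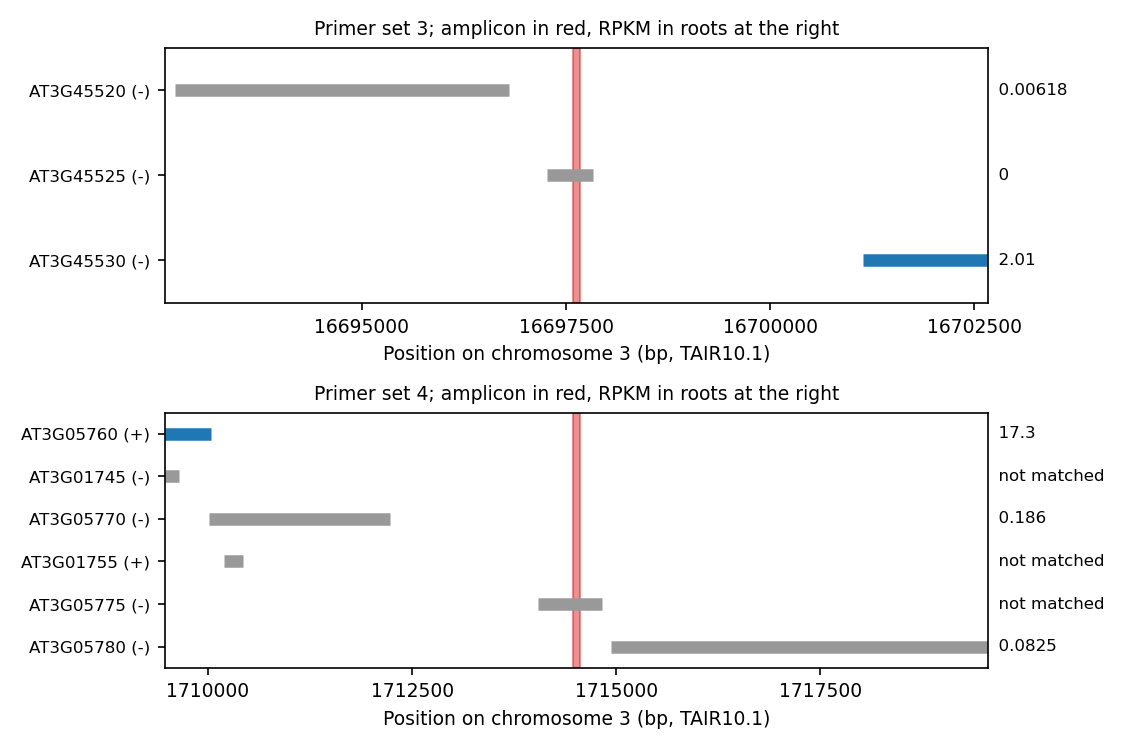
Annotated genes within 5000 bp of the amplicons of primer sets 3 and 4 along chromosome 3 (position in bp, TAIR10.1), drawn to scale, 1 gene per line with its strand. The amplicon is marked in red, genes with RPKM > 1 in roots are blue, other genes and genes without a matched value are grey, and RPKM stands at the right. Both amplicons fall inside a gene, of which AT3G45525 is listed at 0 RPKM.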

### RNA-seq

RNA was isolated from 14-day-old roots using TRIZOL (Life Technologies) reagent and cleaned with RNA Clean & Concentrator™-5 (Zymo, R1015). RNA was quantified by NanoDrop2000 (Thermo Fisher). Libraries were prepared with the NEBNext RNA library prep kit (module E7530-E7490). cDNA was quantified using a Qubit HS DNA kit (Thermo Fisher, Q32854) and analyzed on a BioAnalyzer or TapeStation. Libraries were sequenced on an Illumina HiSeq 2500 sequencer, and 61 bp were sequenced using a single-end protocol.

### Data analysis

Sequencing reads were aligned to the TAIR10 *Arabidopsis* genome using bowtie [31] with the −m 1 option, retaining reads that map to a sole location. PCR duplicates were removed using the SAMtools [32] rmdup option. Peaks were called by applying MACS2 [33] with the following parameters: -g 135000000–nomodel–extsize 75–shift-30. Reproducibility was calculated using the lm() function in the R programming language. Motifs were identified using HOMER [34]. Leaf DHS-seq data (GSE34318) were used from [7]. Leaf RNA-seq data (GSE38612) were downloaded from the GEO database. Reads were aligned to the TAIR10 *Arabidopsis* genome using TopHat2. To calculate the number of reads on each gene, HT-seq was used, and RPKM was calculated using EdgeR package in the R programming language. GO analysis was performed using the GO Ontology database (release 2017-06-29). Sequencing data of histone modifications ChIP-seq were downloaded (E-MTAB-1663). Reads were aligned to the TAIR10 *Arabidopsis* genome with bowtie. Only unique mapped reads were used. Peaks were called by applying MACS2 with the following parameters: -g 135000000–nomodel–extsize 143. Analyzed PLT2 ChIP-seq data (GSE79755) were downloaded from [35], and the ChIP-seq peak summits were intersected with the ATAC-seq peaks. Then, Chi squared tests of independence were performed. Odds ratios (ORs) between proportions of accessible sites in leaf and root in both unique and all sites were estimated, and their differences were tested for significance. Specifically, a Z-score was calculated by taking the difference of the log ORs and dividing it by their pooled standard error. Finally, a two-tailed *p* value was obtained from the normal standard distribution. To calculate the expression of genes near intergenic accessible sites, the nearest gene was identified using annotatePeaks in the HOMER [34] package, and the RPKM values were obtained (each gene was represented only once). Student’s t-test was calculated between the RPKM of the genes in roots and leaves. To calculate the significance of the magnitude, a log_2_ value was calculated for each gene in the group of genes near intergenic root unique accessible sites and in the group of genes near intergenic root nonunique accessible sites. Finally, Student’s t-test was performed.

## Results

### Isolation of nuclei

In this study, we combined novel methodologies for rapid and efficient measuring global chromatin accessibility in *Arabidopsis thaliana* and uncovering active regulatory elements that are key for regulating tissue-specific transcriptional programs. Although chromatin accessibility can be profiled by other methodologies, such as DNase-seq, these techniques are not widely used due to technical limitations. The integrity of isolated nuclei is critical for profiling chromatin accessibility given that their disruption by mechanical shearing reduces the signal-to-noise ratio [13]. Using the INTACT method (Fig. 1b, c), we obtained intact nuclei, which is important for preserving chromatin integrity. In addition, the high purity of the isolated nuclei is important for reducing nonnuclear DNA contamination in the downstream DNA sequencing reaction. The proportion of contamination by mitochondrial DNA in ATAC-seq libraries from animal cells ranges from 30 to 70% [13, 22]. Nonnuclear DNA contamination is expected to be increased in plants, which also contain chloroplasts. Eliminating the nonquantifiable and variable chloroplast and mitochondria DNA contamination is also important for calculating the proper ratio of Tn5 transposase and nuclear DNA for the tagmentation reaction. Altogether, we were able to minimize DNA contamination levels to ~ 2% as described below.

### Preparation of the ATAC-seq libraries

Plant cells have a vacuole, which contains various hydrolytic enzymes, including DNase. Unlike lysosomes in animal cells, which remain intact and are discarded during nucleus isolation, in plants, the vacuole membrane is disrupted and its contents are released, leading to undesirable DNA cleavage. Affinity purification of nuclei by INTACT allows the cellular extract to be rapidly and efficiently discarded. Moreover, to minimize nonspecific DNA degradation due to the nuclease-promoting conditions, we also reduced the tagmentation reaction time (see “Methods” section).

Preferential cleavage of accessible sites relative to inaccessible chromatin relies on the ratio between transposase enzyme and nuclei. Excess enzyme would lead to excessively frequent cleavage; thus, enrichment for DNA from accessible sites would be lost. On the other hand, enzyme insufficiency reduces the detection sensitivity [13]. Hence, quantifying the nuclei is critical for calibrating the nuclear-enzyme ratio. According to recent studies, this ratio is organism specific [14, 36] and thus should be calibrated empirically.

As shown in Fig. 1c, affinity purified nuclei tend to cluster with each other on strepavidin beads. For consistency and simplicity, we calculated the ratio between nuclear clusters and the Tn5 enzyme. To calibrate the enzyme-nuclei ratio, we used a constant amount of Tn5 enzyme with a range (~ 25,000–100,000) of nuclei. Similar to reports for human cells [13], we note that a variation in cell numbers of ± 50% does not have a major effect on the quality of the results and thus conclude that the approach is robust in *Arabidopsis*, and within this nuclei range.

### Quality of ATAC-seq libraries assessed prior to sequencing

Despite its relative simplicity, calibrating and performing ATAC-seq remain challenging. Therefore, we developed a quality control step that enables us to assess the enrichment of accessible chromatin relative to the inaccessible genomic background in the ATAC-seq DNA sample. Its application prior to next-generation sequencing (NGS) saves time and money. To develop such a control that could also be applied in *Arabidopsis* organs in which the chromatin accessibility profile is unknown, we designed a qPCR-based approach to define ATAC-seq library quality [37] by assessing the enrichment of accessible loci versus inaccessible loci (Fig. 2). We searched for loci that exhibit indications of accessibility (or inaccessibility) by DNaseI hypersensitivity assay and indirectly by histone modifications using ChIP assay in multiple *Arabidopsis* cell types and organs [7, 9, 10, 38] (Additional file 1: Fig. S1). DNA fragments of   90 bp from these regions corresponding to the 100–800 bp DNA fragments in the ATAC-seq library following size selection [13] were amplified by qPCR. The quality of the ATAC-seq library was assessed by calculating the ratio between the enrichment of DNA from accessible chromatin loci relative to inaccessible chromatin loci (Fig. 2). Notably, given that the level of chromatin accessibility is locus specific, the particular enrichment level is related to the loci that were tested. We found that in cases in which this ratio was greater than 9, accessible chromatin loci were detected by NGS (Fig. 2). Given the difficulty of accurately quantifying the nuclei, we recommend performing the ATAC-seq experiment for a range of nucleus quantities and using this simple qPCR assay for selecting the best experiment for sequencing.

**Fig. 2:**
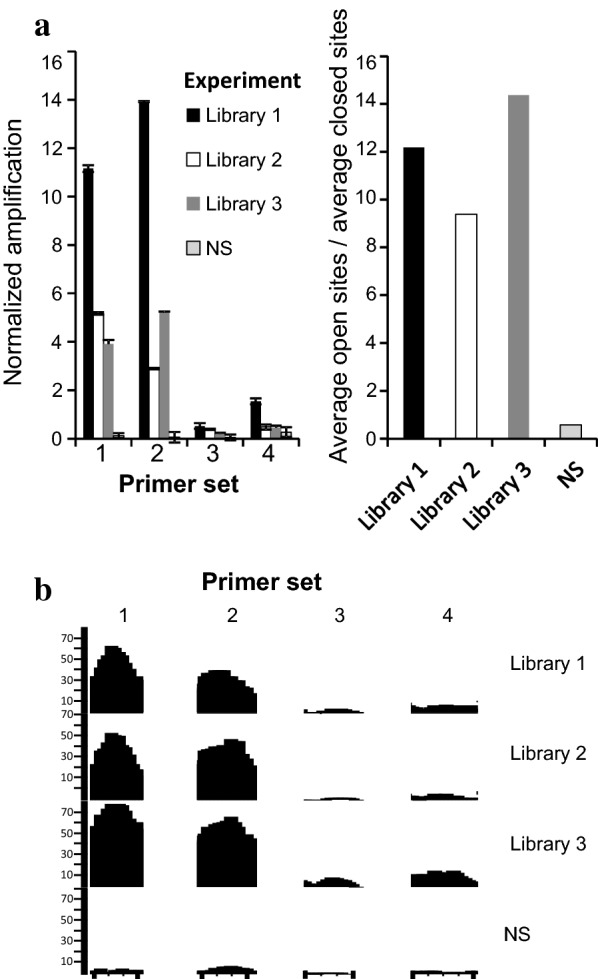
Quality control of ATAC-seq libraries. **a** Chromatin accessibility at four genomic loci (90 bp) measured by qPCR. Left, the amplification of each region was normalized to genomic DNA at the same locus. Primer sets 1 and 2 amplify open (accessible) regions, whereas primer sets 3 and 4 amplify closed (inaccessible) regions. Right, quality control score calculated as the ratio of the average of the two open versus closed sites. NS—an example of a library with nonspecific digestion. Error bars indicate standard deviation of three technical repeats. ***p < 0.001, ANOVA and Tukey’s test. For NS library, p = 0.95 **b** Genomic browser view of the regions amplified in (**a**) after sequencing (aligned to TAIR10)

### The regulatory landscape of *Arabidopsis thaliana*

After performing ATAC-seq for *Arabidopsis* roots, sequenced reads were mapped to the *Arabidopsis* genome (TAIR10), revealing that it contains only 2.15–1.43% nonnuclear DNA contamination (Additional file 1: Table S1). This finding indicates the high purity of the nuclei that was achieved by applying the INTACT isolation method. The ATAC-seq libraries generated from 25,000 to 100,000 nuclei were highly reproducible (Fig. 3a) and combined into a single dataset for further analysis. Uniquely mapped reads covered approximately 6.62% of the *Arabidopsis* genome, corresponding to 41,419 accessible sites in roots. The accessible loci measured in roots by ATAC-seq highly overlap those from leaf measured by DNase-seq and exhibit a similar distribution relative to genes [7], indicating their validity (Fig. 3b–d).

**Fig. 3:**
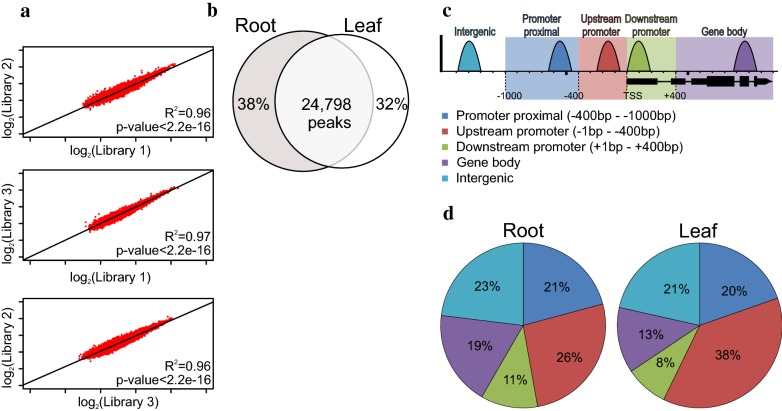
Quality of ATAC-seq libraries. **a** Peak intensity plots of ATAC-seq libraries from three biological Libraries (Pearson’s correlation). **b** Overlap between our root ATAC-seq data and published leaf DNase-seq data. **c** Schematic illustration of the genic position of peaks presented in **d**. **d** Genic distribution of accessible sites in root (left) and leaf (right)

### High chromatin accessibility of active gene promoters correlates with transcription and histone modifications

To understand the link between accessible sites and gene expression, we ranked all of the *Arabidopsis* genes according to their RNA level from RNA-seq and found that highly expressed genes are accessible upstream of their transcription start site (TSS) (Fig. 4). This high accessibility is associated with the H3K4me3 active histone mark and does not correlate with the H3K27me3 repressive histone mark at these genes (Fig. 4). This concordance between chromatin accessibility and active histone mark is lost in genes that are expressed at a low level.

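The ranking rests on RNA-seq of 14-day-old roots, sequenced as 3 libraries of a single condition. The authors aligned the single-end reads to TAIR10 with TopHat2, counted the reads on each gene with HT-seq and computed RPKM, which scales reads by gene length and library size, with edgeR. The deposited values form a single column of RPKM for roots, so no value carries an SD and no difference could be set against the spread between replicates. The depth was read from the low values. Each value was multiplied by the annotated exon length minus 1 bp. Of the 4295 values under 12 reads, 63.7% then fell within 0.05 of a whole multiple of a single constant. For a constant not fitted to these values, 10% would do so by chance. In simulated tables a single set of counts gave 100%, and the mean of 3 libraries gave 26.8%. With 40% of the simulated gene lengths made 13% longer, an amount set by choice, these shares were 62.5% and 20.6%. The constant corresponded to a single library size of about 119000000 reads. The spacing does not separate pooled counts of the 3 libraries from the counts of a single library. At this size a gene of 1000 bp with an RPKM of 1 held 119 reads, with a counting error of 9.18%. This error covers counting only, not the variation between plants.
Of the 33446 listed genes, 32507 (97.2%) were matched by name to the TAIR10.1 annotation. RPKM was above 1 for 18729 genes, above 0 and at most 1 for 7682 genes, and exactly 0 for 7035 genes. The median over all listed genes was 2.21 RPKM. The highest 10% of genes, above 36.0 RPKM, held 73.0% of the summed RPKM, and the highest 1% held 30.3%. The 10 highest genes together held 4.81%. The first-ranked gene was BGLU23 (AT3G09260, chromosome 3 of TAIR10.1 from 2840477 to 2843781), a beta-glucosidase gene, with 4958 RPKM. It was followed by RSH (AT1G21310) with 4078 RPKM, ATDR4 (AT1G73330) with 3540 RPKM, AT2G43150 with 3333 RPKM and MLP328 (AT2G01520) with 2529 RPKM. The paper set this ranking beside the accessibility and histone mark signals around the transcription start sites, which were not analysed here.

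**Figure D3:**
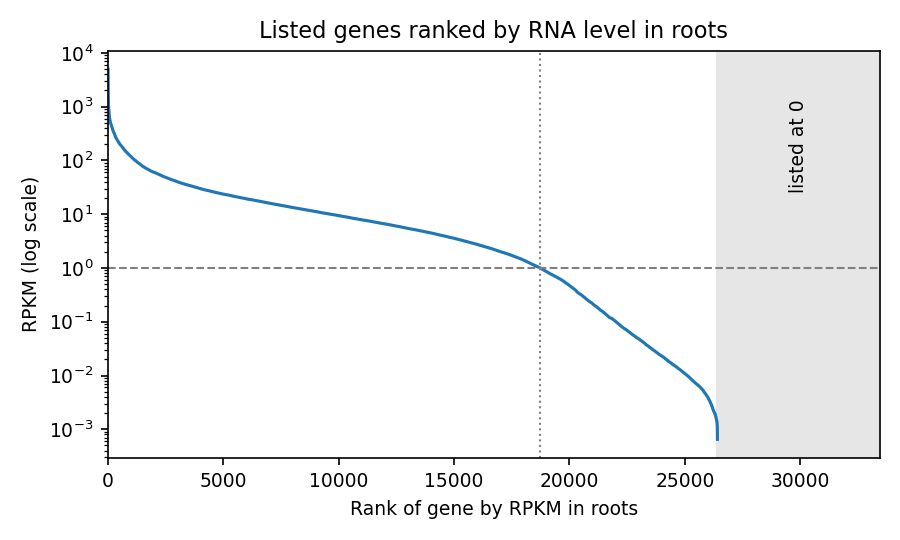
RPKM in roots (log scale) against rank for the 33446 listed genes. The dashed line marks an RPKM of 1, the dotted line the last of the 18729 genes above it, and the grey area the 7035 genes listed at 0, which a log scale cannot show.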

**Fig. 4:**
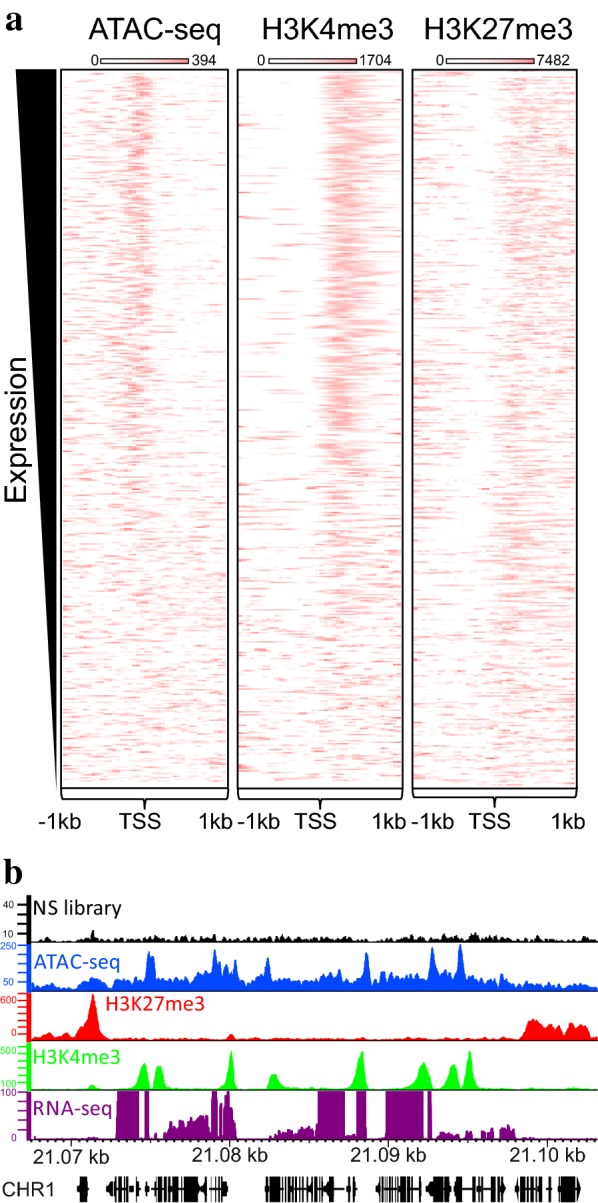
High chromatin accessibility at active genes correlates with histone modifications. **a** Heatmaps of ATAC-seq, ChIP-seq signal of active (H3K4me3) and repressive (H3K27me3) chromatin marks flanking (± 1 kb) TSS of genes ranked according to their expression level. **b** Browser view of a representative genomic locus (chromosome 1: 21,067,500–21,103,000). Black: ATAC-seq library with no significant peaks (see Fig. 2, NS). Blue: chromatin accessibility depicted by ATAC-seq. Red: H3K27me3 ChIP-seq profile. Green: H3K4me3 ChIP-seq profile. Purple: RNA-seq

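The interval of the browser view, chromosome 1 from 21067500 to 21103000, held 12 annotated genes in TAIR10.1, all of them listed. RPKM in roots was above 1 for 10 of them. The highest was AT1G56330 (SAR1B, from 21086501 to 21088554, minus strand) with 283 RPKM, rank 310 among all listed genes. AT1G56280 (DI19) with 181 RPKM and AT1G56340 (CRT1a) with 156 RPKM also ranked among the highest genes, at 602 and 714. AT1G56320 had 59.3 RPKM, AT1G56300 had 22.2 RPKM and AT1G56290 had 10.5 RPKM. Lower values were listed for AT1G56310 (5.25 RPKM), AT1G56350 (5.21 RPKM), AT1G56345 (2.66 RPKM) and AT1G56270 (1.06 RPKM). The last of these, with 80 reads at its annotated length, had a counting error of 11.2% and so could not be told from the threshold of 1. The remaining genes lay side by side at the right end of the interval. AT1G56360 (PAP6, from 21098603 to 21100842) had 0.224 RPKM, and AT1G56380 (from 21101327 to 21102701) was listed at 0. AT1G56290 overlaps AT1G56300, and AT1G56310 overlaps AT1G56320, on opposite strands. Whether the counting used strand is not given in the paper's text, so the values of these 4 genes are uncertain.

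**Figure D4:**
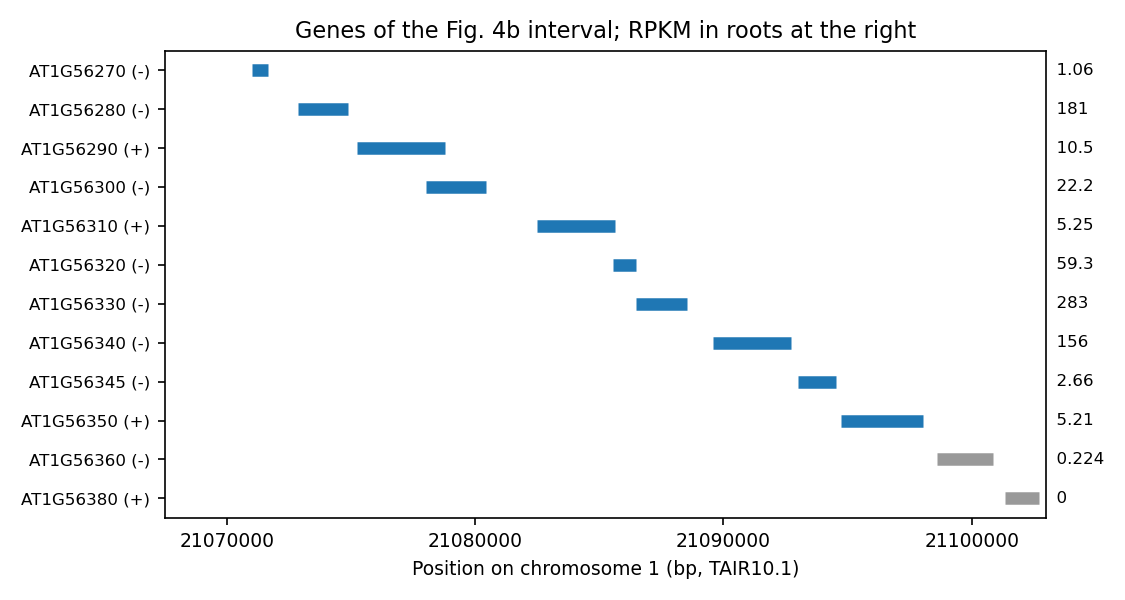
The 12 annotated genes of the interval along chromosome 1 (position in bp, TAIR10.1), drawn to scale, 1 gene per line with its strand. Genes with RPKM > 1 in roots are blue and the others grey, and the RPKM of each gene stands at the right, from 283 for AT1G56330 to 0 for AT1G56380.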

### Root-unique accessible sites at gene promoters correspond with organ-specific gene expression

To better understand the link between organ-specific chromatin accessibility and gene expression, we analyzed the root-specific (compared to leaves) accessibility profile and retrieved 989 genes with root-unique accessible site at their promoter region (− 1000 bp to + 400 bp). Approximately half (48.13%) of these genes are significantly upregulated in roots (vs. leaves, log_2_FC > 1, p-value < 0.05, RPKM > 1) compared with 5.76% of genes that are significantly upregulated in leaves from this group. We performed GO enrichment analysis on these 476 highly expressed genes. As expected, these genes were enriched with terms associated with root functions, such as response to salt stress (p-value < 9.29e−05) and response to osmotic stress (p-value < 3.92e−05) (Additional file 1: Fig. S2). This finding indicates that the organ-specific regulatory landscape reflects organ-specific gene expression.

### Accessible sites contain motifs and binding sites of root TFs

Selective activation of regulatory DNA elements defines sites at which TFs may bind and act. Thus, to predict the identity of TFs that are active in roots, we computed the enrichment of sequence motifs in the all of the root ATAC-seq accessible sites using HOMER (Additional file 1: Table S2). In total, 27 of the 30 highest-ranked motifs contain an E-box binding motif known as the G-box motif [39]. This motif, which was also found in DNase-seq from leaves [9], is a highly conserved DNA sequence that is required for the regulation of numerous plant genes [40]. This finding demonstrates the ability to identify biologically relevant motifs within ATAC-seq peaks.

Similar to animals, binding of TFs to accessible chromatin in plants is reflected by overlapping ChIP-seq and chromatin accessibility peaks in an organ-specific manner [3, 9, 24, 41, 42]. To assess the organ-specific binding of root TF to root accessible chromatin, we assessed the overlap between the binding of the Plethora 2 (PLT2) transcription factor [35], which defines the quiescent center stem cell niche in *Arabidopsis* root [43], and chromatin accessibility (Fig. 5a). Given that many transcription factors, such as PLT2 are also expressed in shoot cells [43], we used PLT2 ChIP-seq from *Arabidopsis* roots. Importantly, PLT2 binding loci overlap root ATAC-seq to a higher degree than leaf accessible chromatin (p-value < 2.2e−16). Notably, this divergence was fivefold greater in the root-unique compared with the leaf-unique accessible sites (Fig. 5b) (p-value < 5.351e−16).

**Fig. 5:**
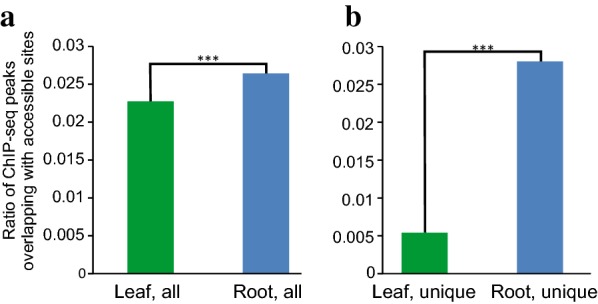
Accessible sites are associated with PLT2 binding. The proportion of accessible sites from leaves (green) or root (blue) associated with PLT2 binding from root ChIP-seq summits (1 bp). **a** All accessible sites, **b** tissue-specific accessible sites. ***p-value < 0.001 (*Chi* square test of independence). Odds ratio (OR) between leaf and root in unique sites was significantly larger than in all accessible sites (OR = 5.312498 and 1.167073 respectively, p < 0.001)

These results suggest that focused analysis of motif enrichment in the group of root-unique accessible sites will increase the capacity to discover root-specific transcription factors. Therefore, we searched for enriched motifs in the root-unique accessible sites, using the remainder of the root accessible sites as background. 

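The gene of the transcription factor MYB61 (AT1G09540) lies on the plus strand of chromosome 1 of TAIR10.1, from 3086101 to 3087914. In roots it was listed at 7.71 RPKM, rank 11116 of the 33446 listed genes. This is above the paper's threshold for expressed genes and below the median of the genes that passed it. At its annotated exon length of 1558 bp the value corresponds to 1426 reads, a counting error of 2.65%. Leaf RNA-seq was not analysed here.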

One of the top ranking motifs is the binding sequence of MYB61 transcription factor (rank 2, p-value < 1e−8), which is also expressed uniquely in roots (tenfold increase in roots relative to leaves). MYB61 regulates root growth and architecture by controlling multiple aspects of plant resource allocation [44, 45]. The fact that MYB61 ranked only 130 (p-value < 1e−48) in the group of motifs from all root accessible sites demonstrates the capability of revealing root-specific factors from the focused list (Additional file 1: Table S3). Hence, we conclude that the ATAC-seq profile from roots retrieved cis-accessible regions that contain binding sites for root-specific transcription factors and thereby represent bona fide regulatory elements important for regulating root-specific transcriptional program.

### Organ-specific variance in chromatin accessibility is predominantly associated with gene regulation

Given that root-unique accessible sites seem to contribute to root-specific transcription factor binding, we sought to analyze them to further understand how they are related to gene transcription in roots. Interestingly, root-unique loci are predominantly intergenic (43%). This proportion of intergenic loci is doubled relative to the complete dataset of accessible chromatin (23%) (Fig. 6a), which is noteworthy given the high gene density of the *Arabidopsis* genome. To test the linkage of intergenic loci to genes we hypothesized that they may represent enhancers of distant genes, we made the naïve assumption that each accessible site regulates the expression of the nearest gene. The vast majority of the genes in proximity to root-unique or nonunique accessible sites are expressed (RPKM > 1, 79% of 1039, p < 2.2e−16 and 72% of 5551, p < 2.2e−16, respectively. Fisher’s exact test was used, given that 56% of genes are expressed genome wide). In addition, the average expression level of genes near root unique or nonunique intergenic accessible sites (56 and 39 RPKM, respectively) is significantly increased compared with the genome-wide average (32 RPKM, p-value = 6.74e−3 and p-value = 4.25e−3, respectively, Student’s t-test), suggesting that intergenic chromatin accessibility is linked to gene expression in roots (Fig. 6b). 

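In the deposited root table, 18729 of 33446 listed genes had RPKM > 1, which is 56.0% (95% Wilson confidence interval over genes, 55.5% to 56.5%). The lists of genes near the sites were not analysed here. Their sizes and expressed shares were taken from the paper, which gives 821 expressed genes of 1039 near root-unique sites and 3997 of 5551 near nonunique sites after rounding. Outside the root-unique list, 17908 of 32407 genes (55.3%) were expressed. The odds ratio for the list was 3.05 (95% confidence interval 2.62 to 3.55, p = 5.27e-56, two-sided Fisher's exact test). Outside the nonunique list, 14732 of 27895 genes (52.8%) were expressed, with an odds ratio of 2.30 (95% confidence interval 2.16 to 2.45, p = 3.47e-158, Fisher's exact test).
The genome-wide share depended on the class of gene. Among 26384 protein-coding genes 68.4% had RPKM > 1, against 3.37% of 4837 pseudogenes and transposable element genes, 2.68% of 634 tRNA genes and 34.2% of 652 other noncoding genes. Whether the low values of these other classes reflect a lack of RNA was not tested. Of the alternatives tried, protein-coding genes as background moved the comparison most. The odds ratio was then 1.78 (95% confidence interval 1.53 to 2.07, p = 6.45e-15, Fisher's exact test) for the root-unique list and 1.24 (95% confidence interval 1.17 to 1.33, p = 3.4e-11, Fisher's exact test) for the nonunique list. This comparison takes every member of the lists as protein-coding.

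**Figure D5:**
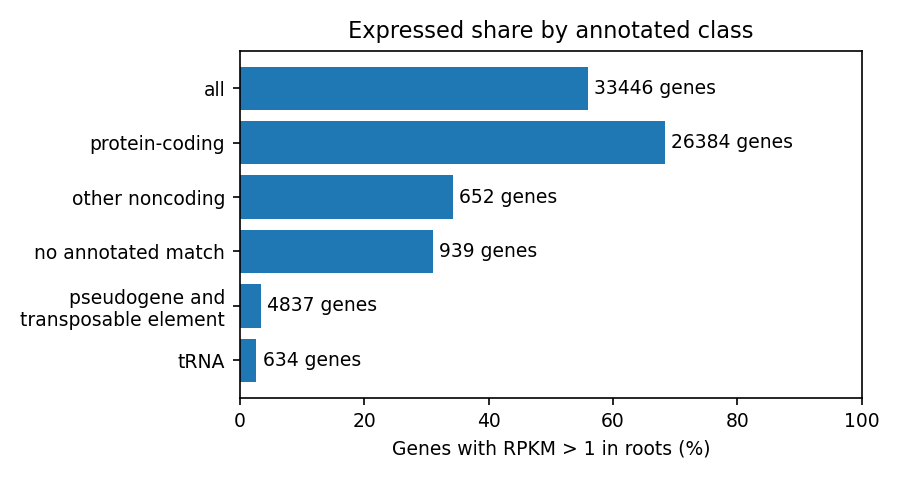
Share of listed genes with RPKM > 1 in roots (%) by annotated class, with the number of listed genes beside each bar. Protein-coding genes reach 68.4%, while pseudogenes and transposable element genes stay at 3.37%.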

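Over the genes with RPKM > 1, the arithmetic mean in roots was 32.4 RPKM and the median 10.5 RPKM, with quartiles of 4.44 and 25.2 RPKM. The distribution was skewed, with an SD across genes of 103 RPKM, and 19.8% of the expressed genes lay above the mean. The geometric mean, the alternative that moved the value most, was 11.4 RPKM. Since the lists were not analysed here, the paper's means were set against random sets drawn from the expressed genes. In 100000 sets of 821 genes, the set means averaged 32.4 RPKM with an SD of 3.52 RPKM. The highest was 53.2 RPKM, so no set reached the paper's 56 RPKM for genes near root-unique sites (one-sided permutation test, p = 1e-05, the smallest that this number of sets can give). In 100000 sets of 3997 genes the set means had an SD of 1.45 RPKM, and 2 sets reached the paper's 39 RPKM for genes near nonunique sites (permutation test, p = 3e-05). Sets of both sizes were drawn from all expressed genes, not only from those beside intergenic gaps. Expressed protein-coding genes beside gaps over 2000 bp had a mean of 35.7 RPKM, so position may account for part of the distance. From the higher means near both groups of sites, the paper proposes that intergenic accessibility is linked to gene expression in roots.

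**Figure D6:**
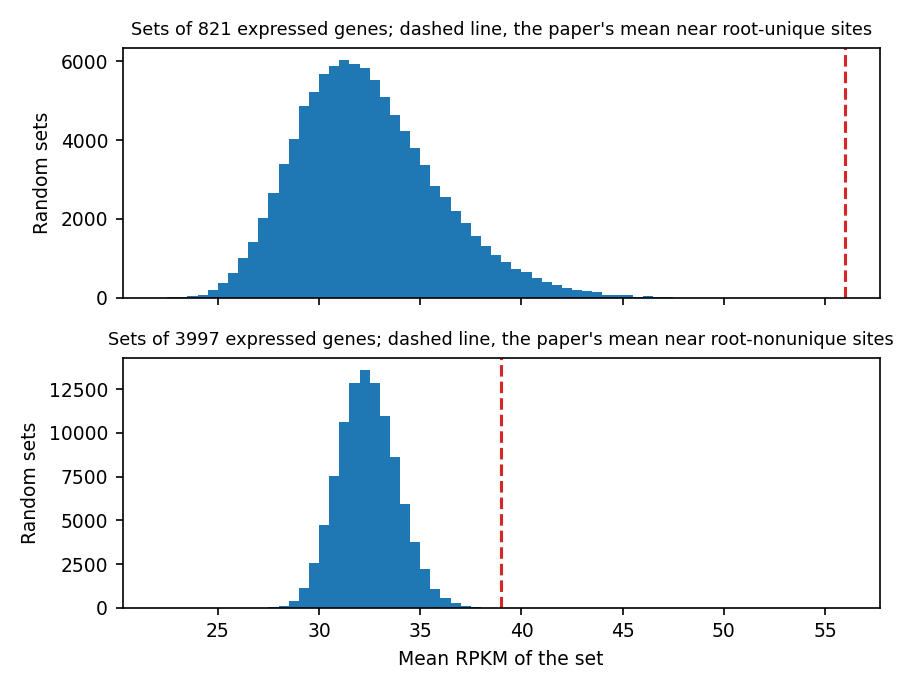
Number of random sets against the mean RPKM of the set, in bins of 0.5 RPKM, for sets of 821 (top) and 3997 (bottom) expressed genes, 100000 sets each. The dashed lines mark the paper's means of 56 and 39 RPKM, which were reached by 0 and 2 sets.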

Given that genes associated with both groups of intergenic sites are highly expressed in roots, we conclude that these sites are likely regulatory sites of distant genes in roots. This notion is supported by the fact that the organ specificity in chromatin accessibility is mirrored in organ-specific gene expression. The average expression of genes near root unique intergenic accessible sites in leaves is reduced compared with that in roots (average 56 RPKM in roots versus 19 RPKM in leaves, p-value = 4.7e−5, Student’s t-test) and the genome-wide average in leaves (19 and 34 RPKM, respectively, p-value = 1.67e−6, Student’s t-test). This magnitude of difference (p-value = 1.043e−15, Student’s t-test) in the expression level is not found for the genes near nonunique intergenic sites (mean of 39 RPKM in roots versus 28 RPKM mean in leaves, p-value < 0.001, Student’s t-test) or genome-wide expression (32 RPKM mean in roots and 34 RPKM mean leaves, p-value = 0.47, Student’s t-test) (Fig. 6b), suggesting that the root-unique intergenic accessible sites contribute to root-unique gene expression.

**Fig. 6:**
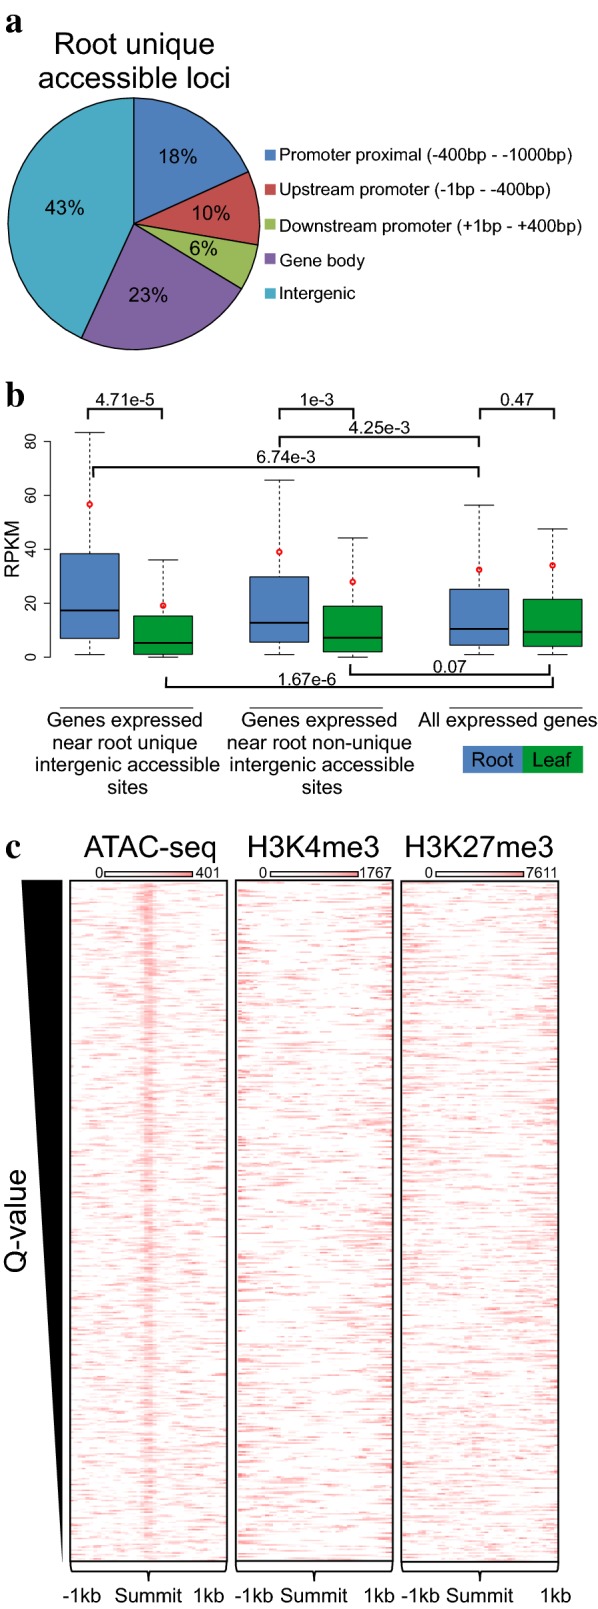
Intergenic accessible loci are linked to expression of distant genes. **a** Genic distribution of root-unique accessible sites. **b** Boxplots of expression level (only for genes with RPKM > 1) of genes near root unique intergenic accessible sites, root nonunique intergenic accessible sites and all expressed genes in roots (blue) and leaves (green). The horizontal line represents the median, and the red circle represents the mean of each dataset. Student’s t-test p-value is presented on the bars connecting each pair tested. **c** Heatmaps of ATAC-seq, H3K4me3 ChIP-seq, and H3K27me3 ChIP-seq signals at root intergenic accessible loci. Loci were ranked according to the ATAC-seq peak Q-value and centered at the summits of ATAC-seq peaks

Consistent with their expected role as putative regulatory elements, intergenic loci are not associated with H3K4me3 or H3K27me3 gene histone marks (Fig. 6c). To further investigate whether these intergenic loci contain features that are related to transcription factor binding, we performed motif discovery analysis. Similar to the entire root-unique loci that contain also TSS-proximal loci, we identified the motif of the MYB61 TF (rank 4, p-value = 1e−4), indicating the relevance of this approach. Notably, the list from this focused approach also includes candidate TFs with an as yet unknown role in gene regulation in roots. For example, MYB49 is expressed in roots (tenfold increase compared with leaves) and was up regulated in response to salt stress [46]. 

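MYB49 (AT5G54230) lies on the minus strand of chromosome 5 of TAIR10.1, from 22016143 to 22018061. It was listed at 7.63 RPKM in roots, rank 11183. The value corresponds to 1258 reads over 1390 bp of annotated exon, a counting error of 2.82%. The RPKM of MYB61 was higher by 1.14%, less than the counting error of either gene. The comparison with leaves was not analysed here.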

Although the MYB49 motif was uncovered in both enrichment lists, it is ranked 195 (p-value = 1e−30) in the global root-unique loci and 9 (p-value = 1e−4) in the list of root-unique intergenic loci (Additional file 1: Table S3).

Altogether, focusing on organ-specific gene-distant sites may reveal novel transcription factors that are important for defining root function or identity. In addition, the fact that the potential binding sites of these factors are distant from genes suggests that they may reach their gene targets by chromosome looping [47].

## Discussion

It has been long known that the genomic potential relies not only on the DNA sequence but also on epigenetic features, such as chromatin accessibility to TF binding. Therefore, the chromatin accessibility landscape of the *Arabidopsis thaliana* genome reveals valuable information about active CREs and the TFs that bind them and further enables study of the relationship between CREs and gene expression.

ATAC-seq is a novel technology that can be applied using a small quantity of nuclei [12], thereby overcoming the technological hindrance of other powerful technologies, such as DNaseI-seq, in plant genomic research. Adapting ATAC-seq to plants requires methods to avoid DNA degradation by nucleases released from the vacuole. This is achieved by coupling ATAC-seq with INTACT that allows rapid isolation of nuclei with the benefit of low plastid and mitochondrial DNA contamination. We obtained a remarkably low contamination (~ 1.76% on average) compared with 30–70% in animal cells and 22.3% in fluorescence-sorted *Arabidopsis* nuclei [22]. Coupling INTACT and ATAC-seq in a single pipeline enables profiling of cell-type-specific chromatin accessibility. Given the wide implementation of the INTACT method in plant research, tools for characterizing tens of different cell types from various plant species are readily available [24, 48–50].

In addition, we present a rapid qPCR assay for assessing the quality of ATAC-seq libraries prior to high-throughput sequencing. This assay conserves resources and is particularly valuable when calibrating ATAC-seq for novel organisms or cell types [37]. Notably, the sites we designed to use as positive or negative controls based on available data were found to be accessible in more recent ATAC-seq experiments in various tissues [16, 22, 25]. These findings indicate the robustness of the qPCR-based approach.

High chromatin accessibility was observed at promoters of expressed genes, which are also decorated with the H3K4me3 histone mark but not with the H3K27me3 mark, which is similar to chromatin accessibility in rice [51].

Identifying sequence motifs enriched in chromatin accessible loci allows identification of active transcription factors and their postulated binding sites, and focusing on organ-specific regulatory chromatin increases the discovery power of organ-specific TFs. Thus, dissecting an organ to specific cell-types is expected to increase our understanding of cell-type specific regulatory DNA elements and their associated transcription factors. This approach for identifying potentially relevant transcription factors is unbiased and global. However, this method needs to be complemented by more direct methods, such as ChIP-seq for measuring transcription factor binding, given that binding at some loci may be indirect. In addition, the motif signature is not similarly abundant for different TFs, and binding at some loci may be indirect [52].

Approximately one-fourth of the accessible sites are located within 400 bp upstream of a TSS, where the basal transcription machinery binds. Other accessible sites are distributed downstream and upstream to the TSS within gene bodies and at intergenic regions. The proportional distribution of accessible sites relative to the TSS is similar in *Arabidopsis* roots and leaves. However, the proportion of accessible sites at the TSS was reduced by greater than twofold in the root-unique sites. This finding may reflect the fact that promoter proximal accessible sites are correlated with transcriptional activity and that the majority of expressed genes (~ 90%) are shared between the two organs. The high organ-specific expression of transcription factors [53] may suggest that similar genes are regulated by different TFs in the two organs. This notion is supported by the fact that the group of TSS-distant regulatory elements exhibits the highest organ-specificity relative to all other genic loci. Notably, despite their intergenic position, root unique loci tend to be located near genes with a higher expression in roots relative to leaves, suggesting their role as distant transcriptional regulators. Indeed, this focused group of accessible loci are enriched with binding motifs for known root TFs as well as currently unknown TFs. Finally, the finding that these regulatory sites are distant from genes despite the high gene density in *Arabidopsis thaliana* supports the hypothesis that these regulatory sites communicate with their gene targets by chromosome looping, a concept that is emerging in plant research [54, 55].

## Conclusions

We present a robust pipeline to profile accessible chromatin in *Arabidopsis* by combining INTACT with ATAC-seq. This methodology can be rapidly applied to multiple cell types, plant species and conditions. The resulting chromatin accessibility profile covers various genomic activities. TSS-proximal loci are associated with gene expression levels and histone marks of gene activity. Intergenic accessible loci are primarily enriched with TF binding and TF binding motif sequences. TSS-distant regulatory elements exhibited the highest organ specificity compared with TSS-proximal loci or gene expression. Furthermore, these organ-specific accessible loci are linked to distant genes with organ-enhanced expression, suggesting that they are functional organ-specific cis regulatory elements. Altogether, this finding suggests that organs or cell types are shaped primarily by variation in regulatory chromatin relative to variation in gene expression profiles.

## Additional file

**Additional file 1: Fig. S1.** Browser view of a representative locus chosen as a positive QC. **Table S1.** Mapping and peak calling results for the three biological repeats shown in Fig. 2. **Table S2.** GO analysis of biological processes of highly expressed genes near root-unique accessible sites. **Table S2.** Top 30 sequence motifs enriched in the root ATAC-seq peaks. **Table S3.** TF binding motifs enriched in root-unique ATAC-seq peaks.

## Abbreviations

ATAC-seq: assay for transposase-accessible chromatin with high throughput sequencing
BCCD: biotin carboxyl carrier protein domain
ChIP-seq: chromatin immunoprecipitation sequencing
CRE: *cis*-regulatory elements
DHS: DNaseI hypersensitivity site
FC: fold change
GO: gene ontology
HPB: HA tag–PreScission–Biotin
INTACT: isolation of nuclei tagged in specific cell types
MS: Murashige and Skoog
NGS: next-generation sequencing
NPB: nuclear purification buffer
TF: transcription factor
TSS: transcription start site

# Supplementary material for: Regulatory chromatin landscape in Arabidopsis thaliana roots uncovered by coupling INTACT and ATAC-seq
**Source:** Plant Methods. 2018 Dec 20;14:113. doi: 10.1186/s13007-018-0381-9
**Supplement:** Supplementary file 1 — Additional file 1: Fig. S1. Browser view of a representative locus chosen as a positive QC. Table S1. Mapping and peak calling results for the three biological repeats shown in Fig. 2. Table S2. GO analysis of biological processes of highly expressed genes near root-unique accessible sites. Table S2. Top 30 sequence motifs enriched in the root ATAC-seq peaks. Table S3. TF binding motifs enriched in root-unique ATAC-seq peaks.

## Slide 1
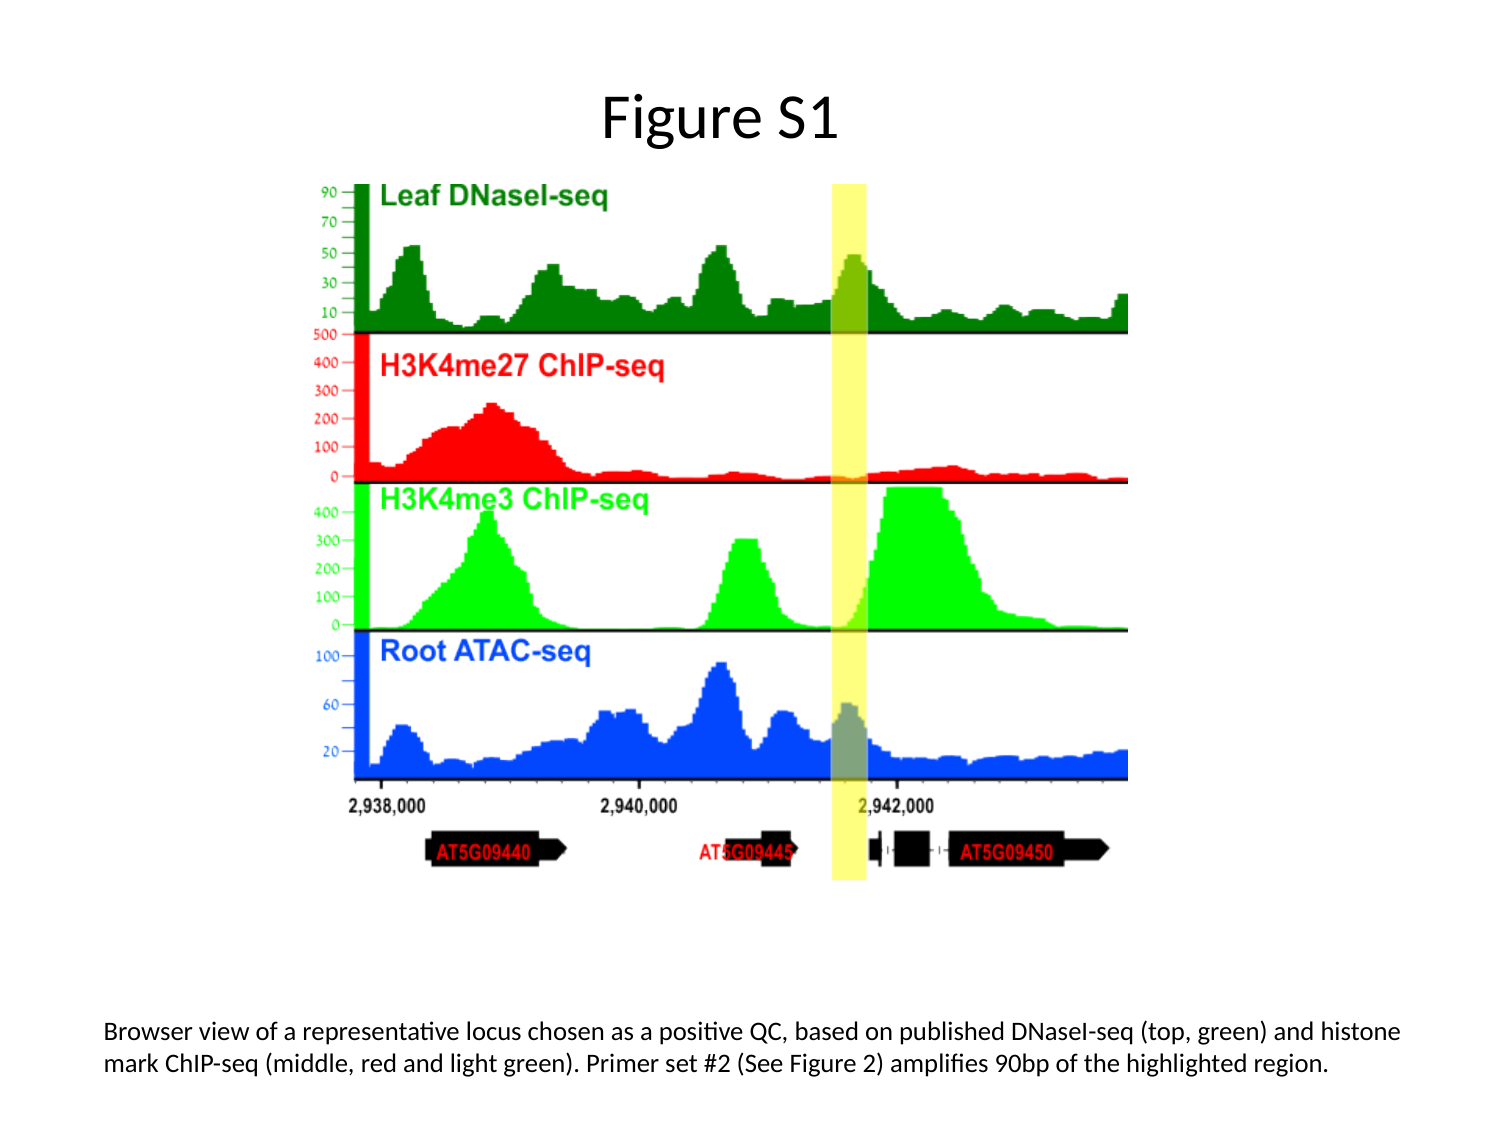
Figure S1
Browser view of a representative locus chosen as a positive QC, based on published DNaseI-seq (top, green) and histone mark ChIP-seq (middle, red and light green). Primer set #2 (See Figure 2) amplifies 90bp of the highlighted region.

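The highlighted region of this view lies just upstream of AT5G09450, on the plus strand of chromosome 5 of TAIR10.1 from 2941798 to 2943668. AT5G09450 was listed at 15.8 RPKM in the RNA-seq of roots, rank 7055 of 33446 genes. AT5G09445, which ends before the region (2940676 to 2941597, plus strand), had 0.337 RPKM, which corresponds to 23 reads. The RNA level of AT5G09440, farther to the left, was not analysed here, since its symbol EXL4 is shared with another gene.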

## Slide 2
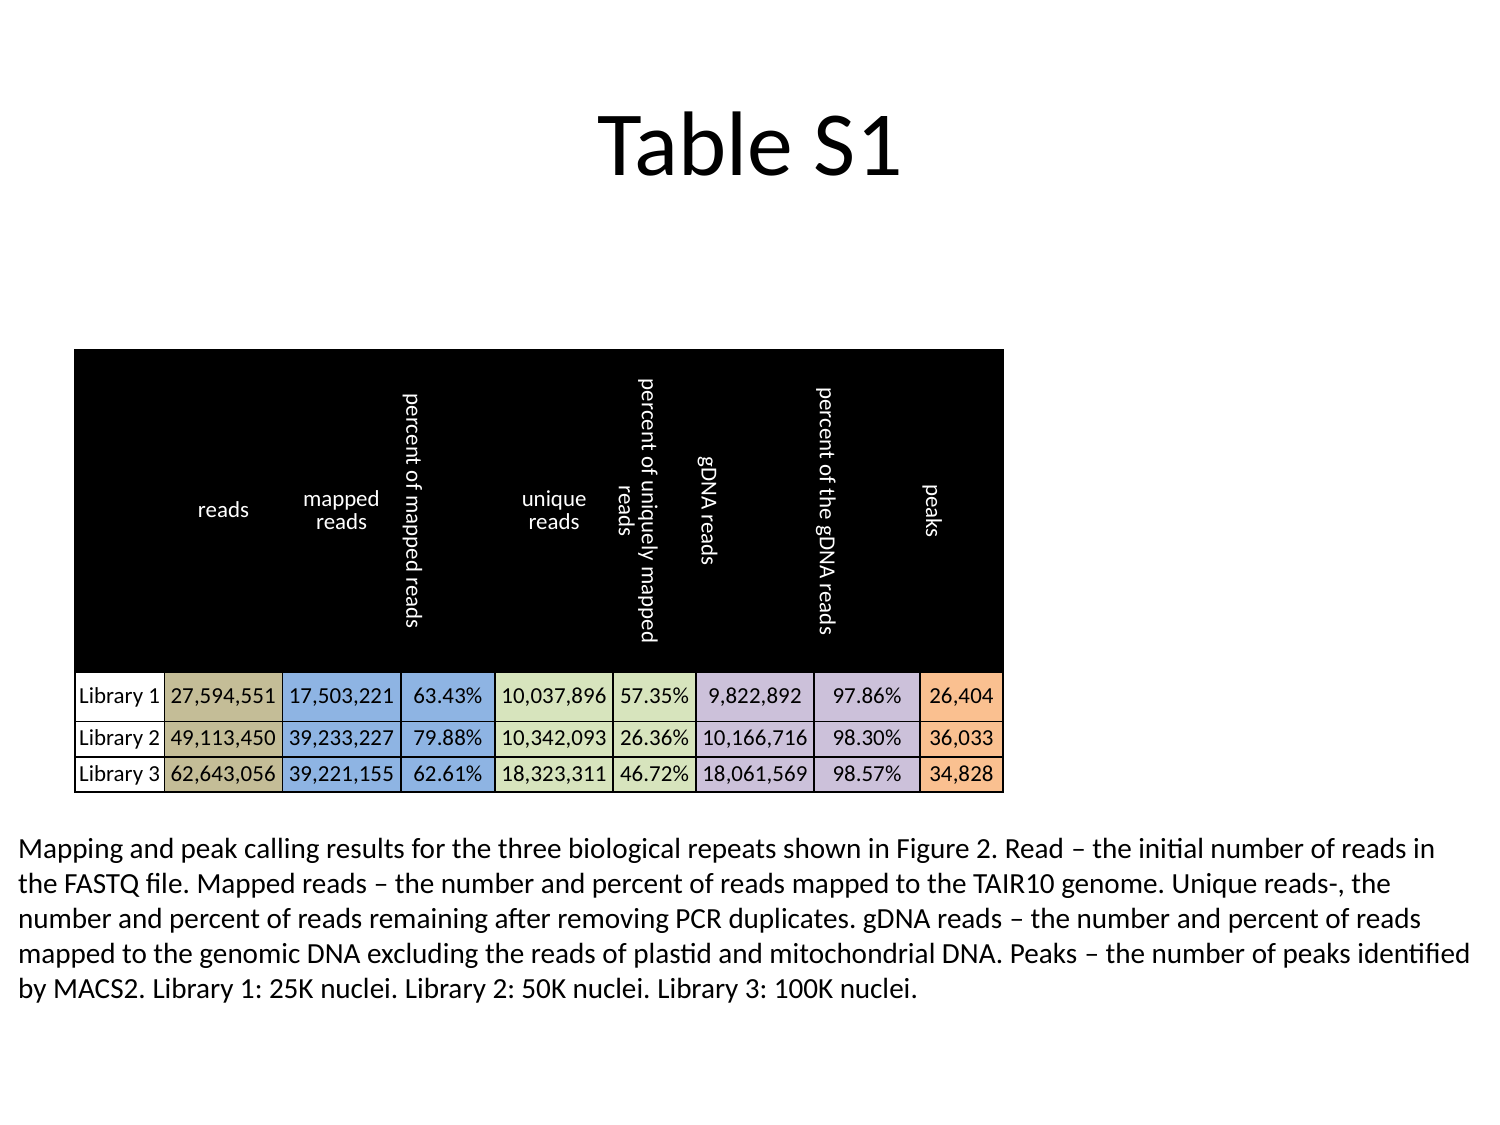

# Table S1
| | reads | mapped reads | percent of mapped reads | unique reads | percent of uniquely mapped reads | gDNA reads | percent of the gDNA reads | peaks |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Library 1 | 27,594,551 | 17,503,221 | 63.43% | 10,037,896 | 57.35% | 9,822,892 | 97.86% | 26,404 |
| Library 2 | 49,113,450 | 39,233,227 | 79.88% | 10,342,093 | 26.36% | 10,166,716 | 98.30% | 36,033 |
| Library 3 | 62,643,056 | 39,221,155 | 62.61% | 18,323,311 | 46.72% | 18,061,569 | 98.57% | 34,828 |
Mapping and peak calling results for the three biological repeats shown in Figure 2. Read – the initial number of reads in the FASTQ file. Mapped reads – the number and percent of reads mapped to the TAIR10 genome. Unique reads-, the number and percent of reads remaining after removing PCR duplicates. gDNA reads – the number and percent of reads mapped to the genomic DNA excluding the reads of plastid and mitochondrial DNA. Peaks – the number of peaks identified by MACS2. Library 1: 25K nuclei. Library 2: 50K nuclei. Library 3: 100K nuclei.

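The table follows the reads of the 3 ATAC-seq libraries through successive filters, and each percentage refers to the preceding count. From the paper's counts, removing PCR duplicates took away 42.7% of the mapped reads in library 1, 73.6% in library 2 and 53.3% in library 3. Reads of plastid and mitochondrial DNA then made up 2.14%, 1.70% and 1.43% of the remaining reads. Their share before duplicates were removed cannot be read from these counts. The paper gives a lower share of nonnuclear DNA as an added benefit of isolating the nuclei.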

## Slide 3
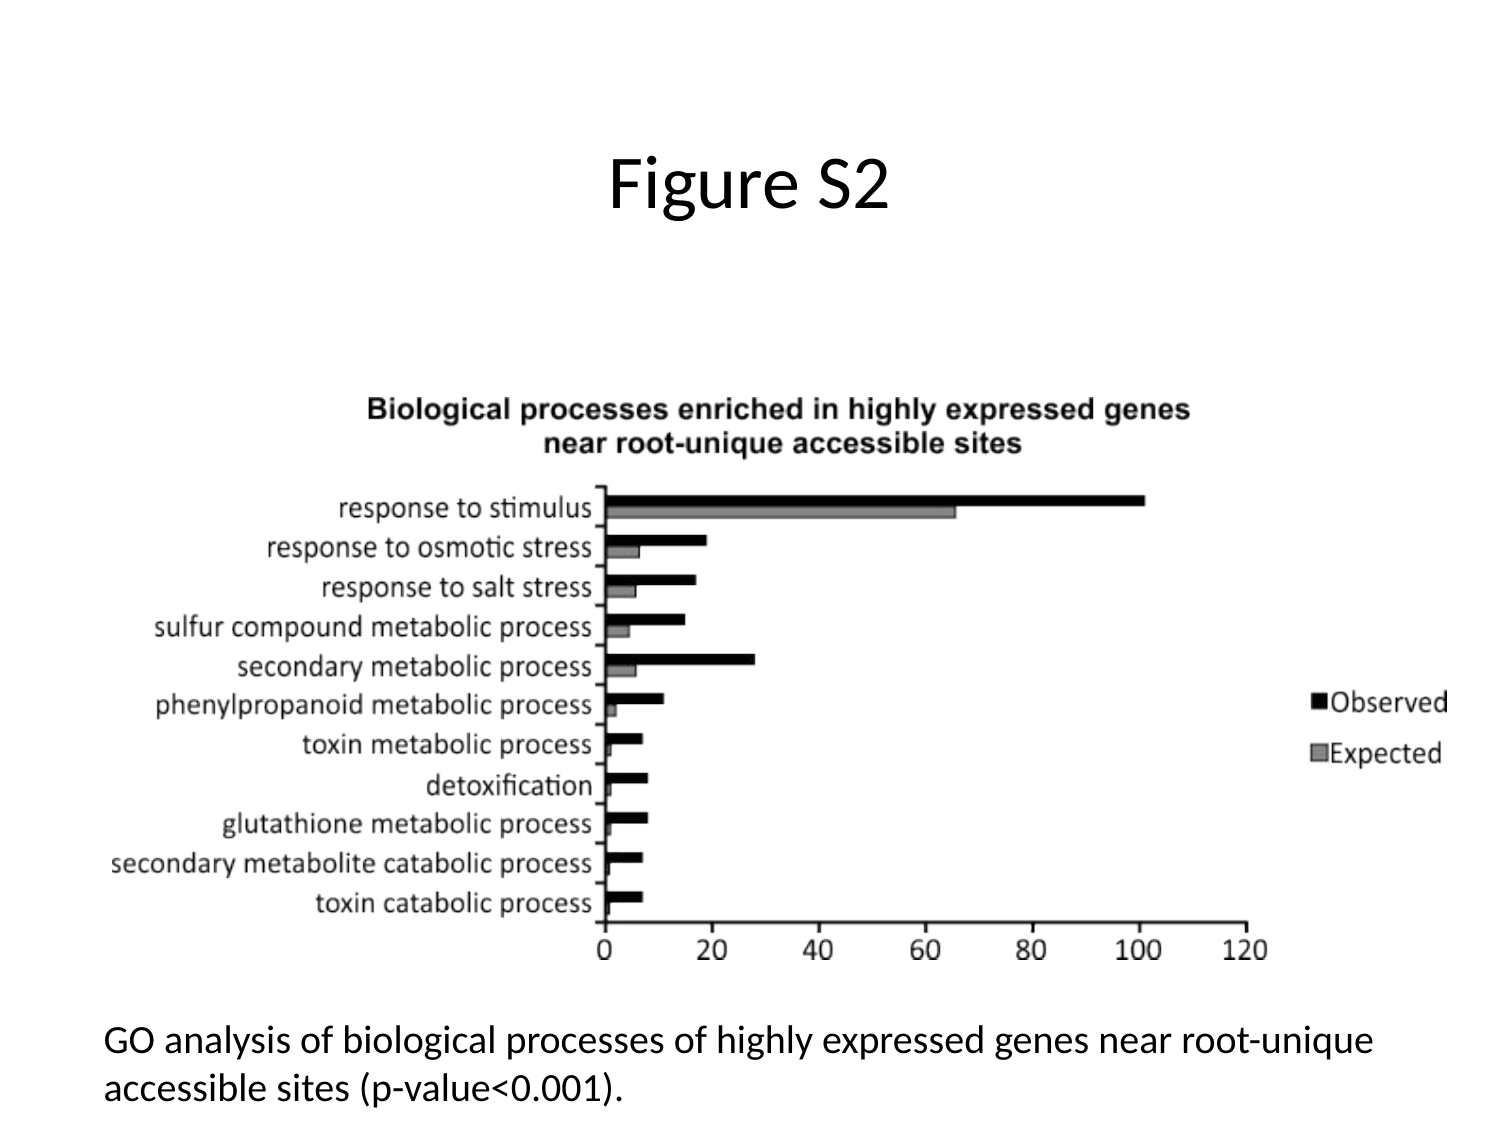

# Figure S2
GO analysis of biological processes of highly expressed genes near root-unique accessible sites (p-value<0.001).

## Slide 4
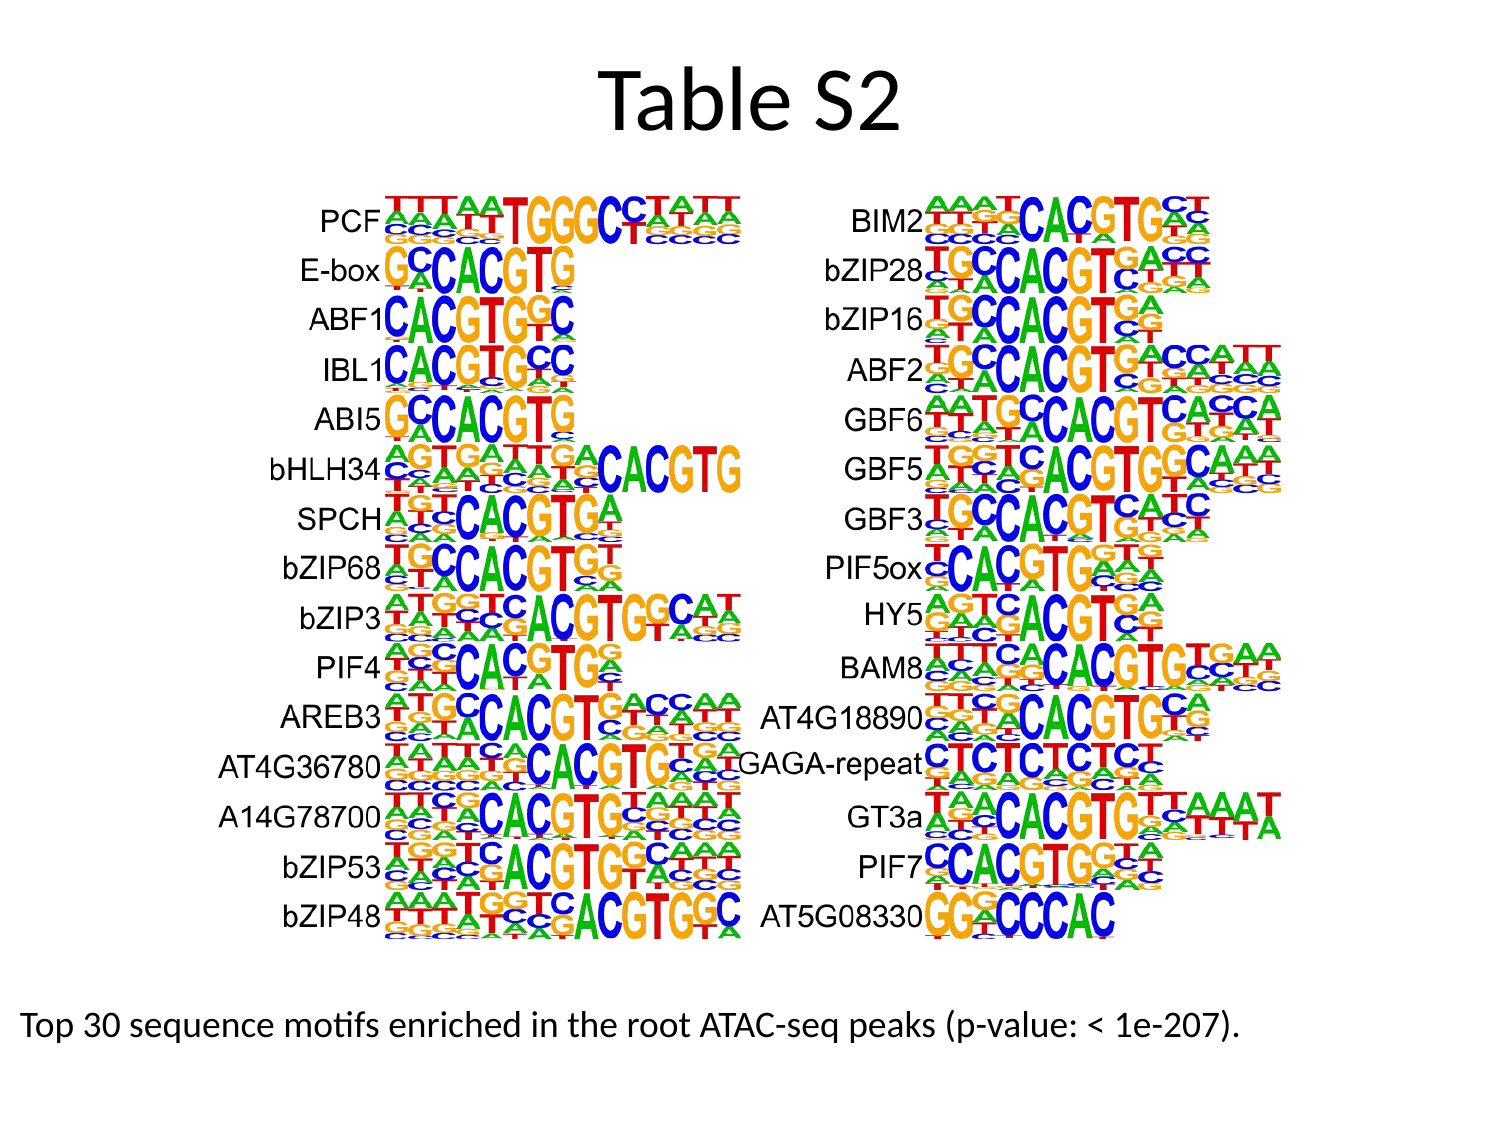

# Table S2
Top 30 sequence motifs enriched in the root ATAC-seq peaks (p-value: < 1e-207).

## Slide 5
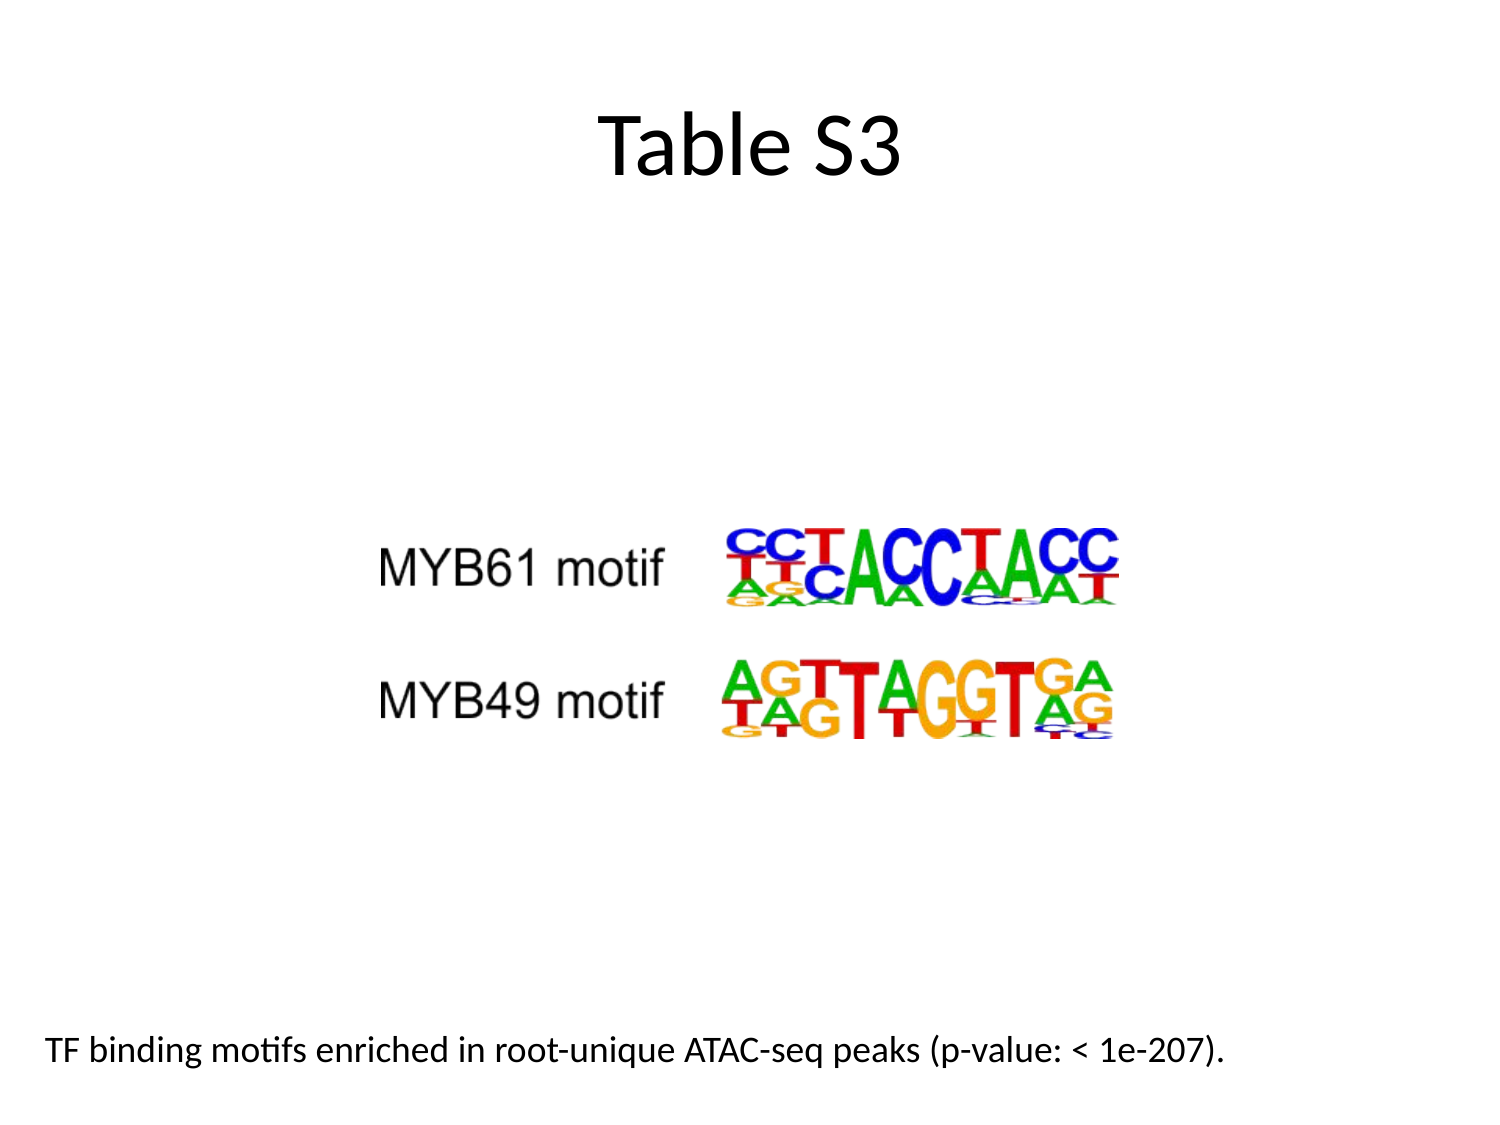

# Table S3
TF binding motifs enriched in root-unique ATAC-seq peaks (p-value: < 1e-207).

How the deposited data were processed for this re-analysis (not part of the article)

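RNA from 14-day-old roots was sequenced in 3 libraries of a single condition. The authors aligned the single-end reads to TAIR10 with TopHat2, counted reads per gene with HT-seq and computed RPKM with edgeR, and the deposited table gives these RPKM values in a single column for roots. The paper's text does not name the software versions, the annotation release, the use of strand in counting, or the way the 3 libraries were combined. Replicates could therefore not be compared, and no count-based test was run.

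The listed names were matched to the TAIR10.1 annotation by locus identifier, then by symbol, then by synonym, and a name was used only where it pointed to a single gene. This matched 32507 of 33446 names (97.2%), of which 23267 were matched by locus identifier, 6566 by symbol and 2674 by synonym. Of the 939 names without a match, 7 read as calendar dates, as spreadsheet software writes some gene symbols. Gene classes, positions and exon lengths come from TAIR10.1, which may differ from the annotation the authors counted on. Coordinates are those of TAIR10.1. Primers were placed by exact matches to its sequence on both strands.

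Genes with RPKM > 1 were called expressed, as in the paper. Shares carry 95% Wilson confidence intervals. The paper's shares near intergenic sites were compared with the remaining genes by two-sided Fisher's exact tests, whose odds ratios carry 95% Wald confidence intervals. The paper's mean RPKM values were compared with 100000 random sets of expressed genes of the same number, in a one-sided permutation test. Protein-coding genes on chromosomes 1 to 5 with a gap over 2000 bp to the next annotated gene on at least one side were compared with the others by Fisher's exact test and, for mean RPKM, by a two-sided permutation test with 100000 resamples. The tests were first run on simulated values. With no simulated effect, 5% of 100 random sets of 821 genes, 6% of 50 differences between random groups and 4.3% of 1000 Fisher's tests had p under 0.05. With a simulated 1.5-fold effect for the sets and groups, and proportions of 0.7 and 0.5 for Fisher's tests, these shares were 99%, 100% and 100%. Several effects tested here were smaller, and power at their size was not simulated.

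The genes named in the text were fixed by rule before the data were examined: the genes the paper names, those of the Fig. 4b interval, those overlapping or nearest to each amplicon, and the 5 genes with the highest RPKM. The factors of Table S2 and lists of photosynthesis and root genes were also fixed then. Genes outside this rule were chosen after the data had been opened. Of these, RANGAP2, RRN26, RRN18, COR413-PM2 and AT3G45520 were chosen after their values were seen. MCCA, MCCB, the chloroplast genes in 2 copies (NDHB, RPL2, RPL23, RPS7, YCF1, YCF2, TRNA, TRNG, TRNN and TRNV) and the list of 18 genes with upstream open reading frames were chosen after related values were seen, but before their own were. The alternatives were thresholds of 0.5 and 2 RPKM, protein-coding or nuclear genes only, rescaling to the fixed sum of TPM, leaving out the highest 1% of expressed genes or genes under 300 bp of exon, the geometric mean, and gaps of 1000 or 4000 bp or between protein-coding genes. The lowest share and mean that round to the paper's, and the comparison of the Table S2 factors without the factors or genes listed at 0, were added after the data were seen.

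Depth was estimated from the spacing of low RPKM values, which gave a single library size of about 119000000 reads. This could be the pooled size of the libraries or the size of a single library. Leaf RNA-seq, ATAC-seq peaks and the lists of genes near them were not analysed here. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used.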

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

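The tests in this part were chosen after the RPKM of AT3G63130, RANGAP2 and the ribosomal RNA genes had been seen, but before the values they measure were seen. The ratio counted as well above, at least 3, was set after the ratio of MCCA to MCCB was seen, and the comparison of copies by sequence was added after the chloroplast values were seen. The paper does not discuss the RNA levels of these genes, and with a single condition no biological explanation was tested.

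AT3G63130, the gene whose 5′ end is part of the INTACT transgene, was listed at 206 RPKM in roots, against 17.5 RPKM for its paralog RANGAP2, a ratio of 11.8. A candidate explanation is that reads of the transgene, driven by the 35S promoter, were counted on the endogenous gene. The transgene also carries a biotinylated domain of 3-methylcrotonyl-CoA carboxylase. If its sequence was kept, MCCA, the gene of the subunit with that domain, would lie well above MCCB, the gene of the partner subunit. MCCA was listed at 190 RPKM and MCCB at 14.5 RPKM, a ratio of 13.0, which is consistent with transgene reads in both genes. Of the 18035 expressed protein-coding genes, 3.01% were at or above MCCA. The counting errors of these 4 genes were at most 1.63%. A real difference between the paired genes stays open, since roots without the transgene were not analysed here and coverage along the genes was not analysed here.

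RRN26, a mitochondrial ribosomal RNA gene, was listed at 992 RPKM, rank 24, and RRN18 at 208 RPKM. The 7 chloroplast ribosomal RNA genes listed were at most 0.012 RPKM. The chloroplast ribosomal RNA genes lie in the inverted repeat and are present in 2 copies. If reads without a sole place of origin were not counted, other chloroplast genes in 2 copies would also be low. Of the 12 protein-coding chloroplast entries listed in 2 copies (NDHB, RPL2, RPL23, RPS7, YCF1 and YCF2), 10 were at exactly 0, and their median was 0. The exceptions were a copy of YCF1 at 108 RPKM and a copy of YCF2 at 0.00245 RPKM. Of the 8 tRNA entries listed in 2 copies, 5 were at 0, and both entries of TRNG (2.53 and 1.32 RPKM) and an entry of TRNV (10.6 RPKM) were not low, which goes against this explanation unless they are no true copies. In TAIR10.1 the pairs of genes named ycf1, trnG and trnV differ in sequence and length, while the other 7 pairs are identical, and 13 of the 14 entries of those pairs were at 0. The 60 protein-coding chloroplast genes listed once had a median of 1.57 RPKM, and 0 of them were at 0, nor were any of the 11 tRNA genes listed once. This is consistent with the loss of reads from repeated genes, so that the near-zero chloroplast values may say little about their RNA. The test does not bear on why the mitochondrial values are high, and carry-over of ribosomal RNA in the libraries was not tested.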

How the results depend on the processing

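No paired analysis was possible because the deposited table holds a single column for roots and there is a single condition. For the same reason, leaving out each replicate, calling genes expressed in every library, and the correlation between libraries could not be run. For the comparisons with the paper's lists, the thresholds of 0.5 and 2 RPKM and the rescaling gave no value, since the paper states its lists at RPKM > 1 only. The geometric mean and the removal of the highest 1% gave none for the random sets.

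The share of expressed genes was 59.6% at RPKM > 0.5, 50.9% at RPKM > 2, 68.4% among protein-coding genes, 56.7% among nuclear genes and 58.7% after rescaling to the fixed sum of TPM. The mean of expressed genes was 30.5 and 35.5 RPKM at the thresholds of 0.5 and 2, 32.7 RPKM for protein-coding and 32.2 RPKM for nuclear genes, 25.4 RPKM without the highest 1%, 32.6 RPKM without short genes, 11.4 RPKM as a geometric mean and 50.9 TPM after rescaling. The median was 9.47, 12.2, 10.6 and 10.4 RPKM under the first 4 of these alternatives and 16.0 TPM after rescaling. Rescaling multiplied every value by 1.64, which gave medians of 6.16 TPM for the photosynthesis list and 37.9 TPM for the root list. The 10 highest genes held 4.94% of the summed RPKM of nuclear genes.

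Both lists near intergenic sites kept odds ratios above 1 with p under 0.05 against protein-coding genes, nuclear genes and all genes with members included, from 1.78 to 2.96 for the root-unique list and from 1.24 to 2.23 for the nonunique list. The random-set tests stayed under 0.05 in each alternative run, with the largest p, 5e-05, for the lowest mean that rounds to the paper's 39 RPKM. The number of expressed genes in the Fig. 4b interval was 9 at RPKM > 2 and 10 otherwise.

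For genes beside gaps, the odds ratio of being expressed was 0.963 at RPKM > 2 and 0.984 for gaps over 4000 bp, with p no longer under 0.05 (Fisher's exact test, p = 0.177 and p = 0.721). The difference of mean RPKM was 3.32 for gaps over 4000 bp and 2.61 for gaps between protein-coding genes, also no longer past 0.05 (permutation test, p = 0.201 and p = 0.106). The other alternatives tried for these comparisons kept the direction and stayed under 0.05. The cause was not tested. The odds ratio of the Table S2 factors fell on the other side of 1, at 0.984, against protein-coding genes. It rests on 25 factors, or 22 without those listed at 0, and was not past 0.05 under any alternative run.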

Differences from the paper's values

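The share of expressed genes (56.0%, the paper's 56%) and their mean (32.4 RPKM, the paper's 32 RPKM) matched the paper after rounding, and the median of 10.5 RPKM compares with about 10 in Fig. 6b, read by eye.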

Other observations

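The comparison of the lists with protein-coding genes was among the alternatives set before the data were examined, but its use as a test of an explanation was chosen after the share of expressed genes had been seen. The comparison of the Table S2 factors without those listed at 0 was chosen after their values had been seen. The tests of genes beside gaps were set beforehand, but the way gaps are counted was corrected after a first, faulty count had given an odds ratio above 1. The test of genes with upstream open reading frames was chosen after the factors at 0 had been seen, before the values of the genes tested. The remaining tests were set before their results were seen.

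The share of expressed genes near intergenic sites, as the paper gives it, was larger than in the genome. Technical explanations were tested. The genome-wide share counts pseudogenes, transposable element genes and noncoding genes, which had RPKM > 1 less often than protein-coding genes. If this were the whole cause, neither list would stand out against protein-coding genes, yet the odds ratios stayed above 1, at 1.78 for the root-unique and 1.24 for the nonunique list. They were well below the 3.05 and 2.30 found against all other genes, so the choice of background may account for part of the difference. The number of noncoding genes in the lists was not analysed here. The second explanation was that genes beside long gaps, which an intergenic site can reach, are expressed more often. Of 7578 protein-coding genes with a gap over 2000 bp on at least one side, 67.0% were expressed, against 68.9% of the 18726 others, an odds ratio of 0.916 (95% confidence interval 0.866 to 0.970, p = 0.00282, two-sided Fisher's exact test). The difference went the other way, which argues against this explanation for gaps counted on either side of a gene. For gaps over 4000 bp the odds ratio was 0.984 (Fisher's exact test, p = 0.721). Gaps upstream of the 5′ end were not tested apart, so the explanation stays open for them.

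The mean RPKM near intergenic sites, also the paper's, was above the genome-wide mean. Chance inclusion of a few very high genes would need random sets to reach the paper's means, and few did. The random sets do not show whether a few very high genes carry the paper's means, since the lists were not analysed here. The permutation p was 1e-05 for 56 RPKM, the smallest that 100000 sets can give, and 3e-05 for 39 RPKM. Position may contribute, since the expressed genes beside long gaps had a mean of 35.7 RPKM against 31.5 RPKM for the others, a difference of 4.27 RPKM (two-sided permutation test, p = 0.0121). The mean of 35.7 RPKM beside long gaps was below the paper's 39 RPKM, but no random sets were drawn from these genes alone. Without the highest 1% of expressed genes the means beside long gaps and for the others were 26.7 and 25.1 RPKM, a difference of 1.61 RPKM (permutation test, p = 0.0332). The medians were 11.6 RPKM beside long gaps and 10.4 RPKM for the others, with all expressed genes kept. Between geometric means the difference was 0.13 on the log2 scale (permutation test, p = 1e-05, the smallest that 100000 resamples can give). For gaps over 4000 bp the difference was 3.32 RPKM (permutation test, p = 0.201), and for gaps between protein-coding genes 2.61 RPKM (permutation test, p = 0.106).

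Of the 30 labels in Table S2, 25 were matched to a listed gene, and 17 of these had RPKM > 1. The labels were read from a picture, so misreadings are possible. PCF, E-box, A14G78700, GAGA-repeat and GT3a were not matched, and PIF5ox was taken as PIF5. The hypothesis that factors with enriched motifs are expressed more often than other genes was tested, and 25 factors were too few to decide it. Against other protein-coding genes, of which 68.4% were expressed, the odds ratio was 0.984 (95% confidence interval 0.424 to 2.28, p = 1, Fisher's exact test). Against all other genes the odds ratio was 1.67 (95% confidence interval 0.721 to 3.87, p = 0.314, two-sided Fisher's exact test). The count includes 3 factors listed at exactly 0, a value that may not reflect their RNA. Without them 17 of 22 factors were expressed. The odds ratio was then 1.57 (95% confidence interval 0.580 to 4.27, p = 0.493, Fisher's exact test) against protein-coding genes. Against all genes it was 2.67 (95% confidence interval 0.986 to 7.25, p = 0.0527, Fisher's exact test). Genes at 0 stayed in the comparison groups, which raises these odds ratios by construction, so no conclusion is drawn from them. A version without any gene at 0 was run against protein-coding genes only. With every gene listed at 0 left out of both groups, the odds ratio against protein-coding genes was 1.06 (p = 1, Fisher's exact test). The highest factor was AT4G36780 (BEH2) with 44.4 RPKM, followed by HY5 with 35.9 RPKM. SPCH, PIF4 and PIF5 were at most at the 0.104 RPKM of PIF4.

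The Table S2 factors bZIP53, GBF6 and GBF5 were listed at exactly 0. They belong to a group of genes with a conserved upstream open reading frame, and the table lists 62 entries named as such frames beside the genes. This membership, and that of the genes tested, was taken from general knowledge and not from TAIR10.1. A candidate explanation is that reads in such overlaps were assigned to neither gene. Of 18 other genes with such a reading frame, 11 (61.1%) were at exactly 0, against 10.2% of 26341 other protein-coding genes, an odds ratio of 13.8 (p = 2.12e-07, two-sided Fisher's exact test). A further 4 were above 0 but low, and 3 had RPKM > 1. Of the 62 entries named as upstream open reading frames, 60 were at 0. Values of 0 for genes of this kind may therefore not reflect absence of RNA.

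PLT2 (AT1G51190, chromosome 1 of TAIR10.1 from 18977176 to 18980618) was listed at 3.94 RPKM, rank 14565. In a list of 22 photosynthesis genes the median was 3.75 RPKM, with a range from 0.00982 to 88.0 RPKM (PSBR), and 14 of the genes had RPKM > 1. In a list of 14 root genes, 12 were listed and all 12 had RPKM > 1, with a median of 23.1 RPKM and a range from 6.77 to 203 RPKM (AT2G36100).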
